# Phototropin 1 and 2 Influence Photosynthesis, UV-C Induced Photooxidative Stress Responses, and Cell Death

**DOI:** 10.3390/cells10020200

**Published:** 2021-01-20

**Authors:** Anna Rusaczonek, Weronika Czarnocka, Patrick Willems, Marzena Sujkowska-Rybkowska, Frank Van Breusegem, Stanisław Karpiński

**Keywords:** phototropins, *Arabidopsis thaliana*, chloroplasts, photosynthesis, oxidative stress, transcriptome

## Abstract

Phototropins are plasma membrane-associated photoreceptors of blue light and UV-A/B radiation. The *Arabidopsis thaliana* genome encodes two phototropins, *PHOT1* and *PHOT2*, that mediate phototropism, chloroplast positioning, and stomatal opening. They are well characterized in terms of photomorphogenetic processes, but so far, little was known about their involvement in photosynthesis, oxidative stress responses, and cell death. By analyzing *phot1*, *phot2* single, and *phot1phot2* double mutants, we demonstrated that both phototropins influence the photochemical and non-photochemical reactions, photosynthetic pigments composition, stomata conductance, and water-use efficiency. After oxidative stress caused by UV-C treatment, *phot1* and *phot2* single and double mutants showed a significantly reduced accumulation of H_2_O_2_ and more efficient photosynthetic electron transport compared to the wild type. However, all *phot* mutants exhibited higher levels of cell death four days after UV-C treatment, as well as deregulated gene expression. Taken together, our results reveal that on the one hand, both phot1 and phot2 contribute to the inhibition of UV-C-induced foliar cell death, but on the other hand, they also contribute to the maintenance of foliar H_2_O_2_ levels and optimal intensity of photochemical reactions and non-photochemical quenching after an exposure to UV-C stress. Our data indicate a novel role for phototropins in the condition-dependent optimization of photosynthesis, growth, and water-use efficiency as well as oxidative stress and cell death response after UV-C exposure.

## 1. Introduction

The optimization of light absorption to variable natural conditions is essential to balance photochemistry and photosynthesis reaction rates, and for acclimatory and defense responses in plants. Energy absorbed in excess (excess excitation energy, EEE) is a result of not only high-light exposure, but also UV treatment. EEE causes the damage of Photosystem II (PSII) [1], and it induces photooxidative stress, chloroplast damage, and cell death [2,3,4,5]. Therefore, plants have evolved several avoidance and dissipation mechanisms that protect the photosynthetic apparatus against EEE and optimize photosynthetic reactions [4,5,6,7]. These mechanisms include the chloroplast photorelocation movement, photochemical (qP) and non-photochemical quenching (NPQ), and state transitions [4,5,6,8,9,10].

Chloroplast movement provides yet another protective measure against EEE for maintaining photosynthetic efficiency and is dependent on both phototropin and phytochrome families [6,11]. Phototropins are primary photoreceptors that mediate chloroplast movement in response to blue light and UV-A/B radiation [6,11,12,13]. Arabidopsis possesses two phototropins, phot1 and phot2, that share functional redundancy in processes such as chloroplast accumulation and phototropism control [14], stomata opening [15,16], leaf expansion [17], and leaf positioning [18]. However, they also work independently in some processes. For instance, phot1 is the only phototropin engaged in root phototropism, hypocotyl, and lateral root growth inhibition [19,20,21]. In contrast, phot2 is involved in chloroplast avoidance responses [13,22] and light-dependent nuclear positioning [23].

Both phot1 and phot2 contain two light, oxygen, and voltage (LOV) domains at the protein N-terminus (LOV1 and LOV2) and an additional C-terminal Ser/Thr kinase domain. Both LOV domains are bound with their chromophore, flavin mononucleotide (FMN), which is able to absorb blue (peak around 445–449 nm), UV-A (maximum absorption around 370–380 nm), and UV-B light (around 295 and 315 nm) [24,25]. The photochemical properties of phototropins rely on the interaction between LOV1 and LOV2, which is facilitated by their intervening linker sequence [26]. 

The absorption of light triggers changes in the interaction between LOV2 and the adjacent J_α_ helix [27], which is followed by light-dependent receptor autophosphorylation and the activation of the C-terminal Ser/Thr kinase domain [28], whereas the LOV1 domain modulates the action of LOV2 domain and mediates receptor dimerization [29]. It has been shown that light-dependent autophosphorylation of the serine residues of the kinase activation loop in both phot1 and phot2 is an essential step for phototropin-mediated responses [30,31].

Both Arabidopsis phototropins are expressed in almost all tissues throughout the plant. In leaf tissues, they are localized in epidermal, guard, and mesophyll cells [17,32,33,34]. Despite the lack of transmembrane domains, phot1 and phot2 reside within the plasma membrane, regardless of light conditions [17,35]. Moreover, the plasma membrane and other cellular membranes mentioned below are most probably the sites for phototropin-mediated signaling [36]. Upon blue light irradiation, a fraction of phot1 moves into the cytoplasm [37], while a fraction of phot2 translocates to the Golgi apparatus and *trans*-Golgi network [35]. In addition, some fraction of phot2, and to some extent phot1, has been detected on the chloroplast outer membrane [36]. Light-activated internalization, through a clathrin-dependent endocytic pathway, of phot1 is dependent on the phosphorylation of Ser-851 within the kinase activation loop [26]. Under high blue light treatment, phot1 is ubiquitinated and targeted to the 26S proteasome for degradation, which is a measure to desensitize the receptor [38]. Meanwhile, the light-induced movement of phot2 does not require its phosphorylation and is directed in two separate pathways, one to the Golgi complex or the other to the degradation of the receptor. In fact, in both darkness and blue light, phot2 is continuously degraded and re-synthesized, but in the blue light at the slower rate [39].

Light-regulated chloroplast movement depends on phototropin signaling and predominantly relies on the dynamics of chloroplast actin filaments [40]. In weak light, both phototropins redundantly regulate chloroplast accumulation along periclinal cell walls (perpendicular to the direction of light), which improves the efficiency of light capture [41]. Meanwhile, under EEE conditions, chloroplasts exhibit an avoidance response, which is manifested by positioning at anticlinal cell walls (parallel to the direction of light). This mechanism protect photosystems from photoinhibition and chloroplasts from photodamage [42]. In the *phot1* mutant, an acceleration of both the disappearance and reappearance of chloroplast-actin filaments occurs. Avoidance movements in plants lacking phot1 initiate faster than in wild-type plants [43]. In contrast, the *phot2* mutant exhibits stronger chloroplast accumulation in comparison to the wild type [41], but it demonstrates normal leaf flattening, phototropic response, and stomata opening [14,15,17,33]. *phot2* and *phot1phot2* mutants do not have the ability to reorganize chloroplast-actin filaments, which makes them defective in chloroplast avoidance movements [43].

Although it was shown that phototropins affect photosynthesis through the leaf flattening and leaf positioning [18] as well as stomatal conductance regulation [15] and palisade cell development [33], so far little is known about their influence on the LHCs and PSII efficiency. Since phototropins are important in light perception and chloroplast photorelocation, we assumed that they may also influence light-dependent photosynthetic reactions. In addition, even though the chloroplasts are the major organelles to be affected at the onset of plant cell death [2], so far, the impact of phototropin-dependent chloroplast movements on foliar cell death is weakly described. The only data concerning the cell death regulation by phototropins is that under continuous irradiation with white light, *phot2* mutants exhibit necrotic changes [42,44]. Thus, in the current work, we have examined the influence of phot1 and phot2 on the photosynthetic pigment composition, photochemical and non-photochemical reactions, photooxidative stress response, and cell death. Using transcriptome profiling, we revealed possible signaling pathways that may be phototropin-dependent. As a photooxidative stress inducer, we used UV-C, which has been already well described in causing the damage of PSII [1] and inducing photooxidative stress, chloroplast damage, and cell death in a similar way to EEE [2,3]. Importantly, changes within chloroplasts were shown to be the first observed symptoms of UV-C induced cell death [2]. Therefore, UV-C radiation was used in the current study to explore the influence of phot1 and phot2 on the photooxidative stress response and cell death.

## 2. Materials and Methods

### 2.1. Plant Material and Growth Conditions

*Arabidopsis thaliana* Columbia-0 gl1 (Col-0 gl1) wild-type plants and three mutant lines, *phot1*, *phot2,* and *phot1phot2*, all in the Col-0 gl1 background (the standard Col-0 accession with the glaborous1 mutation that inhibits trichome formation), were used in this study. The seeds were a kind gift of prof. Masamitsu Wada (Tokyo Metropolitan University, Tokyo, Japan). Seeds were stratified for two days and germinated on Jiffy pots. Plants were grown in standard laboratory conditions (8 h photoperiod, PPFD: 80 µmol m^−2^s^−1^), 50% relative air humidity, and temperature day/night: 22/18 °C). Unless specified otherwise, four-week-old-plants were taken for analyses. 

### 2.2. Morphological and Physiological Traits Determination

Rosette size was measured with a FluorCam (Photon System Instruments PSI, Brno, Czech Republic) for 12–24 plants per genotype from at least two independent experiments. The dry weight of whole rosettes was measured after three-day-long desiccation in 105 °C from 12 to 24 plants per genotype from at least two independent experiments. The number of stomata per mm² of leaf area was calculated using imprints of the abaxial side of leaves. Three leaves (6th, 7th, and 8th) were taken for 9 individual plants per genotype from at least two independent experiments. Leaves surfaces were stuck to an adhesive-covered slides using transparent glue (Medical Adhesive Spray, Hollister) and pressed down for 30 sec. Then, the leaf tissues were removed under a gentle stream of tap water, and glued. The lower epidermis was covered with a coverslip. Pictures were taken using a light microscope (Olympus AX70 Provis) and calculated from three frames of each microscopic sample using Olympus-Provis Cell Sens Standard program. Water-use efficiency (WUE) was shown as dry weight per unit of water used (mg of dry weight per mL of water used) for 12–17 plants per genotype from at least two independent experiments. Plants were grown in the 50 mL Falcon tubes filled with a soil-perlite mixture in a 1:1 proportion. To each Falcon tube, 35 mL of water was added. The top of the soil–perlite mixture was covered with an approximately 1 cm thick layer of moisten soil (soil–water in a 1:1 proportion). Seeds were placed inside a 1.5–2 mm wide hole made in the Falcon tube cup. After seeds germination, Falcon tubes were weighed. After 4 weeks of growing, plants were decapitated, Falcon tubes with soil–perlite mixture were weighed (to calculated the water loss), and the dry mass of each plant was measured. Results were presented as previously described [45,46].

### 2.3. Chlorophyll a Fluorescence Parameter Measurements

Chlorophyll *a* fluorescence parameters were measured with a FluorCam (Photon System Instruments PSI, Brno, Czech Republic) using a standard “Quenching” test for 24 plants per genotype per treatment from at least two independent experiments. Chlorophyll fluorescence terminology has been previously described [46,47]. Immediately before the measurements, plants were kept in the dark for 30 min to determine Fo and Fm parameters.

### 2.4. Photosynthetic Pigment Composition Analysis

Whole rosettes were harvested and frozen in liquid nitrogen. Frozen tissue was homogenized in a TissueLyser LT (Qiagen, Germantown, MD, USA) (5 min; 50 rps, 4 °C) with 1 mL of cold acetone (−20 °C) and subjected to further analysis using an HPLC system (Shimadzu, Kyoto, Japan). Pigments were separated on a Synergi 4u MAX-RP 80A 250 × 4.6 column (Phenomenex, Torrance, CA, USA), according to the protocol previously used [2,48] for 9–12 plants per genotype from at least two independent experiments.

### 2.5. Hydrogen Peroxide Levels Determination

The quantitative measurement of hydrogen peroxide (H_2_O_2_) level was spectrophotometrically determined for 9–12 plants per genotype per time point after treatment from at least two independent experiments, as previously described [2,48]. Visualization of hydrogen peroxide level was done by immersing separate leaves in staining solution containing 0.1% (*m*/*v*) 3,3’diaminobenzidine (DAB) (Sigma-Aldrich), 2 mM dimethyl sulfoxide (DMSO), and 0.05% Tween 20 in Milli-Q water pH 3.8 for 24 h in room temperature [49]. After staining, the leaves were decolorated for 24 h in 0.25% (*m*/*v*) chloral hydrate and observed with Leica M165 FC binocular. The images were saved as .jpg files and if necessary adjusted using Photoshop CS 8.0 software by non-destructive tools (contrast and/or levels) throughout the whole area of an image.

### 2.6. Protein Extraction and Enzyme Activity Measurements

Protein extraction from 100 mg of frozen rosettes and the measurement of superoxide dismutase (SOD), catalase (CAT), and ascorbate peroxidase (APX) activities were spectrophotometrically determined as previously described [2,48] for 9–12 plants per genotype per time point after treatment from at least two independent experiments.

### 2.7. UV-C Treatment

Whole rosettes of four-week-old-plants grown under an 8 h photoperiod were treated with UV-C radiation. The treatment was performed in a way that ensured each plant to receive the same UV-C dose. A precise amount of UV-C radiation (100 mJ cm^−2^) was applied using a 500 Crosslinker (Hoefer Pharmacia Biotech, San Francisco, CA, USA), equipped with lamps emitting light in the wavelength ranging from 250 to 258 nm (type G8T5, 8W; Sankyo Denki, Hiratsuka, Japan).

### 2.8. Cell Death Analysis by Electrolyte Leakage and Evans Blue Staining

The quantification of cell death was performed by measuring the ion leakage from whole rosettes, as previously described [2,48] for 9–12 plants per genotype per time point after treatment from at least two independent experiments. For the visualization of cell death, leaves were stained with 1% (*m*/*v*) Evans blue and vacuum infiltrated for 30 minutes; next, they were incubated for 8 h at room temperature [50]. After staining, the leaves were washed three times with deionized water and decolorated for two days in 0.25% (*m*/*v*) chloral hydrate. Leaves staining was observed with a binocular (Leica M165 FC). The images were saved as .jpg files, and figures were prepared from images processed by the above-mentioned method.

### 2.9. RNA Extraction and cDNA Synthesis

Whole rosettes were harvested and frozen in liquid nitrogen. The RNA was isolated from three biological replicates, each consisting of at least four rosettes. Total RNA isolation was performed using a GeneMATRIX Universal RNA Purification Kit (EURX, Gdańsk, Poland) with the additional step of on-column DNase I digestion. RNA concentration and purity were tested by the spectrophotometric method with BioSpectrometer (Eppendorf, Hamburg, Germany). The RNA integrity was tested by electrophoretic separation in 1% agarose gel. Equivalent amounts of all RNA samples were used for cDNA synthesis with a High-Capacity cDNA Reverse Transcription Kit (Thermo Fisher Scientific, Waltham, MA, USA).

### 2.10. Relative Gene Expression Measurement by Real-Time qPCR

Real-time qPCR was performed in the 7500 Fast Real-Time PCR System using Power SYBR Green Master Mix (Thermo Fisher Scientific, Waltham, MA, USA). Each reaction was performed in three biological replicates and three technical repeats, using the following cycling program: 95 °C for 10 min (enzyme activation), followed by 40 cycles of denaturation in 95 °C for 15 s and annealing/extension in 60 °C for 60 s. Primers were designed with Primer3 software (Primer3Plus, Free Software Foundation, Inc., Boston, MA, USA), and their sequences are provided in Supplementary Table S1. Genes encoding PROTEIN PHOSPHATASE 2A SUBUNIT A2 (PP2AA2, AT3G25800), 5-FORMYLTETRAHYDROFOLATE CYCLO-LIGASE (5-FCL, AT5G13050) and YELLOW-LEAF-SPECIFIC GENE 8 (YLS8, AT5G08290) were used as reference genes, according to the RefGenes tool incorporated in Genevestigator [51]. The specificity of each primer pair was verified using melting curve analysis. The efficiency of real-time qPCR was calculated using a LinRegPCR tool [52]. Statistical analysis of the results, including the calculation of relative gene expression levels and the significance of the difference between tested samples, was performed using REST2009 [53].

### 2.11. RNA Sequencing and RNA-Seq Analysis

The RNA was isolated from 3-week-old non-treated and UV-C treated plants 30 min after plant exposure to 100 mJ cm^−2^ of UV-C. RNA was isolated from three biological replicates, each consisting of at least four rosettes. Total RNA isolation was performed using a GeneMATRIX Universal RNA Purification Kit (EURX, Gdańsk, Poland) with the additional step of on-column DNase I digestion. RNA concentration and purity were determined spectrophotometrically using the Nanodrop ND-1000 (Nanodrop Technologies), and RNA integrity was assessed using a BioAnalyzer 2100 (Agilent). Per sample, an amount of 1000 ng of total RNA was used as input. Using the Illumina TruSeq® Stranded mRNA Sample Prep Kit (protocol version: Document # 1000000040498 v00–October 2017), poly-A containing mRNA molecules were purified from the total RNA input using poly-T oligo-attached magnetic beads. In a reverse transcription reaction using random primers, RNA was converted into first-strand cDNA and subsequently converted into double-stranded cDNA in a second-strand cDNA synthesis reaction using DNA PolymeraseI and RNAse H. The cDNA fragments were extended with a single ’A’ base to the 3’ ends of the blunt-ended cDNA fragments after which multiple indexing adapters were ligated, introducing different barcodes for each sample. Finally, enrichment PCR was carried out to enrich those DNA fragments that have adapter molecules on both ends and to amplify the amount of DNA in the library. Sequence libraries of each sample were equimolarly pooled and sequenced on Illumina HiSeq 4000 (Paired-end kit, 76 cycles, Dual Index, 4 lanes) at the VIB Nucleomics Core (www.nucleomics.be). Reads were aligned to the Arabidopsis genome by STAR (v2.5.2b) [54] using the Araport11 annotation [55]. The number of reads per gene was quantified with the featureCounts function as implemented in the Subread package v1.6.2 [56]. Only protein-coding genes quantified by at least 5 reads in at least six samples (20,086 genes) were retained for downstream differential gene expression analysis using the software package edgeR [57] in R (v3.4.1). Trimmed mean of M values (TMM) normalization [58] was applied using the calcNormFactors function. Variability in the dataset was assessed with a multidimensional scaling (MDS) plot, showing clear separation according to genotype and UV-C treatment. To test user-defined hypotheses, a no-intercept single-factor model was defined combining genotype and treatment factors, e.g., such as *phot1*_UV. Dispersions were estimated with the estimateGLMRobustDisp function. A negative binomial regression model was used to model the overdispersed counts for each gene separately with fixed values for the dispersion parameter as outlined [59] and as implemented in the function glmFit using the above described model. Hypothesis testing was based on likelihood ratio tests. Contrasts of interest were the response between different genotypes under control conditions, the effect of UV stress in each genotype, and the interaction effect of UV stress and genotype. False discovery rate adjustments of the P values were performed with the method described by [60]. The gene expression data were deposited in Gene Expression Omnibus (GEO; http://www.ncbi.nlm.nih.gov/geo/) under accession number GSE143760. Transcripts with significantly altered expression level (false discovery rate (FDR) < 0.01; logFC > |1|), in comparison to the wild type were taken for Gene Ontology (GO) enrichment and functional analysis. Gene ontology enrichment analysis was performed using the ThaleMine tool (v4.1.2-20200127) within the Araport portal [61]. Functional analysis of deregulated transcripts was performed using the MapMan tool [62].

## 3. Results

### 3.1. phot1 and phot2 Have an Impact on Rosette Size, Plant Dry Mass, Stomata Density, and Water Use Efficiency

In order to elucidate the role of phot1 and phot2 on the regulation of morphological traits, such as plant size and biomass, stomata density, and WUE, we used phototropin single *phot1* and *phot2*, and double *phot1phot2* mutants in Col-0 gl1 background along with wild-type Col-0 gl1. 

While *phot1* and *phot2* single mutants, grown in short day and under 80 µmol m^−2^s^−1^ photosynthetic photon flux density conditions, did not differ from the wild type in terms of rosette morphology, the *phot1phot2* double mutant showed curled leaves and a significantly smaller rosette size (Figure 1A,B). Moreover, *phot1phot2* double mutant plants had a reduced rosette dry weight (Figure 1C) and almost half the number of stomata per mm^2^ of leaf blade compared to the wild type (Figure 1D). Significantly decreased stomatal density was also observed for *phot1* and *phot2* single mutants, by 27% and 33%, respectively (Figure 1D). In addition, the *phot2* and *phot1phot2* mutants demonstrated a significantly higher water-use efficiency (WUE) parameter (Figure 1E), which was measured as dry weight per water used.

These results indicate that phot2 together with phot1 has a positive impact on plant biomass production and stomatal density, and thus influences WUE.

### 3.2. phot1 and phot2 Influence Photosynthetic Parameters and Pigment Composition

Chlorophyll *a* fluorescence measurements demonstrated that the maximum quantum efficiency of PSII (*F*v/*F*m) was significantly decreased in *phot1* mutant, while it increased in *phot2* and *phot1phot2* mutants compared to the wild type (Figure 2A). However, the operational PSII efficiency (ΦPSII) in *phot1* and *phot2* was similar to the wild type. Meanwhile, the *phot1phot2* double mutant, despite its elevated *F*v/*F*m, showed significantly lower ΦPSII (Figure 2B). However, the difference from the wild type was less than 10%. Taking into consideration the photochemical quenching (*q*P) parameter, which approximates the proportion of PSII reaction centers that are open, *phot1* mutant demonstrated higher *q*P (Figure 2C). In contrast, *phot1phot2* double mutant had a reduced value of *q*P (Figure 2C), which may explain the lower observed ΦPSII (Figure 2B). Lastly, the rate of EEE dissipation through the NPQ reactions was reduced in *phot1* and *phot1phot2* (Figure 2D).

Since we observed changes in chlorophyll *a* fluorescence parameters in *phot1*, *phot2* single, and *phot1phot2* double mutants, in comparison to the wild type, the next step was to evaluate if these differences are caused by the deregulation of the photosynthetic pigment composition. Total chlorophyll content showed to be significantly lower in *phot2* and *phot1phot2* mutants (Table 1). These mutants had decreased levels of both chlorophyll *a* and *b*. The chlorophyll *a* to *b* ratio (chl *a/b*) was significantly increased in all phototropin mutants. Taking into account the carotenoids content, all tested mutants demonstrated significantly lower content of lutein (Table 1) in comparison to the wild-type plants. The de-epoxidation state of carotenoids engaged in xanthophyll cycle (VAZ cycle) was significantly diminished in all *phot1*, *phot2*, and *phot1phot2*, suggesting lower intensity of NPQ processes in these mutants, compared to the wild-type plants. Only a *phot1phot2* double mutant demonstrated significantly reduced β-carotene content. 

These results indicate that phototropins influence the regulation of photochemical and non-photochemical reactions and have a positive impact on photosynthetic pigments composition.

### 3.3. phot1 and phot2 Affect Foliar H_2_O_2_ Homeostasis in Non-Stress and Oxidative Stress Conditions

UV-C radiation triggers photooxidative stress and cell death in Arabidopsis [2,48]. Therefore, we used UV-C radiation to explore the influence of phot1 and phot2 on the redox homeostasis and cell death progression (Supplementary Figure S1). 

Firstly, we assessed the content of hydrogen peroxide (H_2_O_2_) in rosettes before and after a precise dose (100 mJ cm^−2^) of UV-C radiation. In non-treated *phot2* and *phot1phot2*, the level of H_2_O_2_ was significantly lower when compared to the wild type (Figure 3A,B). The same tendency was maintained for these genotypes in all tested time points (12, 24, 48, and 96 h) after UV-C exposure (Figure 3A,B). UV-C stressed *phot1* mutant accumulated significantly less H_2_O_2_, in comparison to the wild type, only 96 h after UV-C exposure.

In a next step, we tested whether altered H_2_O_2_ levels are due to the altered activity of enzymes regulating reactive oxygen species (ROS) homeostasis. Under non-stress conditions, all tested genotypes showed similar activity of superoxide dismutase (SOD) (Figure 3C). Differences among genotypes appeared only 48 h after UV-C treatment, when both *phot1* and *phot2* single mutants demonstrated higher SOD activity in relation to wild type. In contrast, 96 h after UV-C exposure, all phototropin mutants showed significantly reduced activities of SOD when compared to wild-type plants. Catalase (CAT) activity in *phot1phot2* mutants before UV-C exposure was significantly decreased in comparison to the wild type (Figure 3D). Similarly, we observed reduced CAT activity for *phot1* and *phot2* mutants; however, these changes were not statistically significant. Twelve hours after UV-C irradiation, all analyzed mutants showed higher CAT activity, while 24 h after UV-C treatment, the *phot1phot2* double mutant had lower activity of CAT compared to the wild type. Interestingly, all mutants were faster than the wild type in elevating CAT activity after UV-C exposure. The peak of CAT activity for all *phot1*, *phot2*, and *phot1phot2* mutants was 12 h after UV-C treatment, while for the wild-type plants, it was 24 h after UV-C, and even at this time point, the CAT activity did not exceed the initial level present in the wild type under non-stress conditions. Twenty four hours after UV-C treatment, the CAT activity gradually decreased for all tested genotypes. Even though the activity of ascorbate peroxidase (APX) was similar in all non-stressed genotypes, it displayed the most fluctuating activity after UV-C exposure (Figure 3E). In *phot1* and *phot2* mutants, its activity was about two times elevated 12 h after UV-C compared to the wild type. Both single phototropin mutants maintained significantly increased APX activity 24 h after UV-C exposure, while *phot1phot2* demonstrated reduced activity in relation to the wild type. The *phot1* mutant maintained higher APX activity further to 48 h after UV-C stress, while APX activity dropped severely in the *phot2* mutant 48 h after UV-C irradiation, reaching, together with the *phot1phot2* double mutant, a lower level than in the wild type.

All these results indicate that phototropins affect foliar H_2_O_2_ content as well as the fine-tuning of the SOD, CAT, and APX activities after oxidative stress.

### 3.4. phot1 and phot2 Influence the Resistance Toward UV-C Damage

Since UV-C radiation is known for its negative impact on photosynthetic apparatus [2], and in fact induces EEE [63], our next step was to assess the role of phot1 and phot2 in UV-C triggered changes within the photosynthetic machinery. PSII is the primary target for photodamage and the *F*v/*F*m parameter is a good indicator of photoinhibition [4,5]. In order to examine the susceptibility of the photosynthetic apparatus to photodamage, chlorophyll *a* fluorescence measurements were performed. They indicated that 48 h after UV-C treatment, the *phot1phot2* mutant had significantly higher maximum and operational PSII efficiency, as indicated by the *F*v/*F*m and ΦPSII parameters, respectively, in relation to wild type (Figure 4A,B). With the progression of UV-C-induced damages (96 h after UV-C exposure), all phototropin mutants performed better than the wild type in terms of photosynthetic performance. All *phot1*, *phot2,* and *phot1phot2* had significantly elevated *Fv/Fm* and ΦPSII (Figure 4A,B). Moreover, 48 h after UV-C exposure, all tested phototropin mutants demonstrated significantly elevated *q*P in comparison to the wild-type. This tendency was maintained also in *phot1* and *phot1phot2* 96 h after UV-C irradiation. The NPQ parameter was significantly elevated in *phot1* and *phot2* single mutants 48 h after UV-C treatment and maintained higher in *phot1*, compared to the wild type, also 96 h after stress. Importantly, plant vitality, indicated by the Rfd parameter [64], was higher than in Col-0 gl1 plants in all *phot* mutants both 48 h and 96 h after UV-C stress. 

Genotype-specific changes in the cell death induction were monitored by ion leakage from whole rosettes, as successfully used in our previous works [2,48] and by staining plants with Evans blue. Before UV-C treatment, the ion leakage was relatively low for all tested genotypes, yet the *phot2* mutant demonstrated significantly higher conductivity per fresh weight compared to Col-0 gl1 (Figure 5A,B). Ion leakage assessed 48 h after UV-C irradiation was elevated only in the *phot1phot2* double mutant when compared to the wild type. However, all tested *phot* mutants demonstrated more pronounced cell death, which was quantified 96 h after UV-C exposure, by cellular electrolyte leakage and visualized by Evans blue staining.

In the next step, we wanted to assess the expression of genes encoding phototropins at the early stages of UV-C induced signaling and cell death onset. The monitoring of both *PHOT1* and *PHOT2* relative expression levels within first 24 h after UV-C stress, using real-time qPCR, indicated that their transcription drops shortly after UV-C treatment (Figure 6). Then, 24 h after UV-C exposure, the expression level of both *PHOT1* and *PHOT2* was four times lower than their expression in non-treated plants. 

Taken together, these results indicate that the photosynthetic processes in phototropin mutants were less affected by UV-C than in the wild-type plants, which is in agreement with the phototropin expression decrease in response to UV-C treatment. On the other hand, our data demonstrate that phototropins participate in the negative regulation of cell death progression.

### 3.5. Differences in the Plant Transcriptome in Photo Mutants in Non-Stress and UV-C Stress Conditions

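The transcriptome was measured in whole rosettes of the wild type (Col-0 gl1), *phot1*, *phot2*, and *phot1phot2*, either non-treated or 30 min after UV-C at a dose of 100 mJ cm-2. Each of the 8 groups held 3 biological replicates, which gives 24 libraries. The plants were 3 weeks old according to the methods and 4 weeks old according to the sample labels. The authors made stranded libraries from poly-A RNA, sequenced them as paired ends, aligned the reads with STAR, and counted them per gene with featureCounts on the exons of the Araport11 annotation. Their counting command sets no strand, so reads from either strand were added up, and reads that matched several places or several genes were not counted. The deposited values are these whole read counts, without normalization, for every gene of the annotation. The counts per library ranged from 34496078 to 40445085 (median 38628961) in the non-treated wild type, from 33200727 to 40331691 (median 37682239) in *phot1*, from 35960824 to 41902444 (median 40262853) in *phot2*, and from 36900017 to 39202117 (median 36942109) in *phot1phot2*. After UV-C they ranged from 20897905 to 24461667 (median 23544754) in the wild type, from 23941127 to 25379844 (median 24954432) in *phot1*, from 21639362 to 25560151 (median 23174559) in *phot2*, and from 24679533 to 28723145 (median 26283849) in *phot1phot2*. From these counts, the 20094 protein-coding genes with at least 5 reads in at least 6 libraries were scaled by edgeR's TMM method and tested in a single model of the 8 groups with edgeR's quasi-likelihood test. A gene was taken as differentially expressed at a Benjamini-Hochberg adjusted p under 0.01 and an absolute log2 fold change (log2FC) over 1. Levels are given as CPM, the count of a gene scaled to the TMM-adjusted library size, with the standard deviation (SD) over the 3 replicates, and log2FC with its standard error (SE).

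The targeted transcripts were read first, since they check the labels. *PHOT1* (AT3G45780) was lower than in the wild type in non-treated *phot1* (log2FC −1.34, SE 0.08, adjusted p = 7.21e-10) and *phot1phot2* (log2FC −1.30, adjusted p = 8.47e-10, both from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). After UV-C it was lower in *phot1* (log2FC −0.94, adjusted p = 4.87e-07) and in *phot1phot2* (log2FC −0.52, adjusted p = 4.21e-05, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It did not differ in *phot2*, with log2FC −0.05 (adjusted p = 0.834) without treatment and 0.17 (adjusted p = 0.179) after UV-C by the same edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. *PHOT2* (AT5G58140), which overlaps a gene on the other strand, was lower in non-treated *phot2* (log2FC −0.71, adjusted p = 2.14e-07) and *phot1phot2* (log2FC −0.70, adjusted p = 1.07e-07), and after UV-C the log2FC was −0.61 in both (adjusted p = 5.94e-07 and 1.72e-07, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In *phot1* its log2FC was 0.04 without treatment and 0.08 after UV-C. Both transcripts therefore moved in the direction the labels give, while reads of both genes were still counted in the mutants.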

In order to better understand the molecular mechanisms in phototropin mutants in both non-stress conditions and after UV-C exposure, we monitored gene expression levels by mRNA sequencing (RNA-Seq) analysis.

In non-stress conditions, *phot1*, *phot2*, and *phot1phot2* mutants demonstrated significantly changed expression in 118, 331, and 264 genes, respectively, compared to the wild type (Supplementary Dataset 1). 

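Relative to the wild type, 25 of the 20094 tested genes were differentially expressed in non-treated *phot1* (16 higher, 9 lower), 167 in *phot2* (150 higher, 17 lower), and 148 in *phot1phot2* (102 higher, 46 lower). Without the limit on the log2FC, the adjusted p was under 0.01 for 94, 422, and 1276 genes. Among the alternatives run, the likelihood ratio test with estimateGLMRobustDisp moved these counts upward the most, to 128, 350, and 279. The *phot2* count was 69 when *phot2* replicate 3 was left out, of which 63 were also among the 167. The *phot1* count was 12 without wild-type replicate 2. The balance of rises and falls in *phot1* rested on the setting. It was 105 higher and 23 lower under the likelihood ratio test and 48 and 14 under DESeq2. In a fit of only the groups compared it was the other way (4 higher, 8 lower), as in a test against the log2 limit, glmTreat (1 higher, 4 lower).

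The largest rise in *phot1* was that of AT1G27565, with 58 to 64 reads in the *phot1* libraries and a level at least 20.0-fold higher than the floor of 3 reads allows in the wild type, where 0 reads were counted. It had 0 reads in the *phot2* and *phot1phot2* libraries as well. The rise was thus absent from *phot1phot2*, which also carries the *phot1* allele. LTP3 had a log2FC of 3.08 (SE 0.59, adjusted p = 0.00749) in *phot1* and 3.51 (adjusted p = 0.000828) in *phot2* by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. AT3G09450 had the largest rise in *phot1phot2* among genes with more than 3 reads in the wild type (log2FC 4.095, adjusted p = 4.69e-10, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). FKF1 fell the most in *phot2*, with a log2FC of −2.73 (SE 0.43, adjusted p = 0.000573, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and it overlaps a gene on the other strand, so its count is uncertain. AT3G42860 was at least 27.5-fold lower in *phot1* and at least 30.3-fold lower in *phot1phot2*. AT3G46990, which overlaps another gene, was at least 18.8-fold and at least 20.7-fold lower, and AT3G42850 at least 3.79-fold and at least 4.17-fold lower. These last 3 genes had 0 reads in every library with the *phot1* allele and lie within 2 Mb of *PHOT1*. Deletions or differing sequence linked to that allele are therefore a candidate explanation for their falls.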

Transcripts with altered expression levels (FDR < 0.01; absolute log2 fold change (FC) > 1) in phototropin mutants were taken for Gene Ontology (GO) term enrichment analysis, which indicated that a more than 20% of differentially expressed genes in each of the *phot* mutants encoded proteins located in the cell periphery, which was defined as the part of a cell encompassing the cell cortex, the plasma membrane, and external encapsulating structures. Functional analysis of differentially expressed genes revealed that they participate in stress response, signaling, transcription regulation, photosynthesis, and cell wall modifications (Supplementary Datasets 2–4). There was a high number of commonly deregulated transcripts when comparing mutants in pairs (Figure 7A). Moreover, under control conditions, 54 genes were differentially regulated in all three tested mutants compared to the wild type (Figure 7A). 

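Of the differentially expressed genes in non-stress conditions, 9 were shared by *phot1* and *phot2*, 18 by *phot1* and *phot1phot2*, and 52 by *phot2* and *phot1phot2*. The 3 comparisons share the wild-type libraries, so part of an overlap can come from the reads of those libraries alone. Over all tested genes, 57.4% had a log2FC of the same sign in all 3 mutants. In 20 simulated sets of unchanged groups, this share was 49.9%. There every library, the wild type included, was drawn from the wild-type means of its treatment, each gene independently. Deviations that many genes share within a real wild-type library are absent from such draws. The gap between these shares therefore does not decide whether the mutants differ in common from the wild type.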

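In non-stress conditions, 7 genes were differentially expressed in all 3 mutants, each in the same direction in every mutant. They were *LHCB1.1*, *LHCB2.2*, *ASN1*, AT3G09450, *ARP9*, AT1G07050, and AT2G32550. *ASN1* rose with a log2FC of 1.18 in *phot1*, 1.01 in *phot2*, and 1.52 in *phot1phot2*. AT3G09450 rose by 2.05 and 2.98 on the log2 scale in *phot1* and *phot2*. AT1G07050 fell, with log2FC −1.10, −2.14, and −2.95, and so did AT2G32550, with −1.46, −1.33, and −1.23. *ASN1*, AT1G07050, and AT2G32550 are named because they complete the list, after their values were seen. Not a single gene was shared in any of 20 draws of unchanged groups simulated from the wild-type means, where the highest number of calls in a draw was also 0. With no gene called, none could be shared, so these draws do not gauge the overlap among called genes. Under the likelihood ratio test 62 genes were shared, and leaving out 1 library at a time gave between 3 and 18, with 18 when wild-type replicate 3 was left out and 3 when wild-type replicate 2 or *phot1* replicate 2 was.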

Interestingly, in all phototropin mutants, we observed an elevated expression level of genes encoding the main chlorophyll a/b-binding proteins of LHCII (LHCB1.1, LHCB2.1, LHCB2.2, LHCB2.4), which was additionally confirmed for another three biological replicates by qPCR analysis (Figure 8A). Moreover, the gene encoding one of the enzymes involved in zeaxanthin synthesis from the β-carotene, *BETA-CAROTENE HYDROXYLASE 2* (AT5G52570), was commonly induced in *phot1* and *phot2* and even higher in *phot1phot2*, in comparison to the wild type. 

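*LHCB1.1* (AT1G29920) lies on chromosome 1 from 10474656 to 10475969 in the Araport11 annotation. Its level in non-stress conditions was 1145 ± 380.3 CPM (SD, n = 3) in the wild type, 2323 ± 264 in *phot1*, 2648 ± 166 in *phot2*, and 4104 ± 292 in *phot1phot2*. The log2FC was 1.02 (SE 0.14, adjusted p = 0.000245) in *phot1*, 1.21 (SE 0.14, adjusted p = 1.94e-05) in *phot2*, and 1.84 (SE 0.14, adjusted p = 3.04e-08) in *phot1phot2*, by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. *LHCB2.1* (AT2G05100; chromosome 2, 1822990 to 1824480) had 494 ± 187 CPM (SD, n = 3) in the wild type and 929 ± 184, 1067 ± 142, and 1439 ± 301 in the mutants in the same order. Its log2FC was 0.91 (SE 0.18, adjusted p = 0.0111) in *phot1*, which is outside both limits, 1.11 (adjusted p = 0.000809) in *phot2*, and 1.54 (adjusted p = 8e-06) in *phot1phot2*, by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. *LHCB2.2* (AT2G05070; chromosome 2, 1799234 to 1800472) rose from 313 ± 129 CPM (SD, n = 3) to 650.1 ± 159, 665 ± 89.5, and 996 ± 232, with log2FC 1.06 (adjusted p = 0.00784), 1.09 (adjusted p = 0.00229), and 1.67 (adjusted p = 1.07e-05) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. *LHCB2.4* (AT3G27690; chromosome 3, 10255906 to 10257489) rose from 166 ± 45.7 CPM (SD, n = 3) to 324 ± 55.4, 349 ± 24.6, and 488 ± 105. Its log2FC was 0.96 (adjusted p = 0.00131) in *phot1*, under the limit on the log2FC, 1.07 (adjusted p = 0.00018) in *phot2*, and 1.55 (adjusted p = 6.39e-07) in *phot1phot2*, by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. For each of the 4 genes, every mutant library lay above every wild-type library.

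The wild-type libraries spread widely, with 802, 1081, and 1554 CPM for *LHCB1.1* in replicates 1, 2, and 3. Leaving out wild-type replicate 1 lowered the log2FC in *phot1* to 0.82 for *LHCB1.1*, 0.72 for *LHCB2.1*, 0.85 for *LHCB2.2*, and 0.79 for *LHCB2.4*, and none of the 4 genes was then differentially expressed in *phot1* (16 of the 17 tested LHC genes had an unadjusted p under 0.05 there with all libraries). In *phot2* only *LHCB1.1* of the 4 genes kept its call without that library. Without wild-type replicate 2, or without *phot1* replicate 2 or 3, *LHCB1.1* and *LHCB2.2* also lost their call in *phot1*. Leaving out wild-type replicate 3 raised them to 1.304, 1.26, 1.44, and 1.19, and all 4 genes then passed both limits, as they did under the likelihood ratio test. In a fit of only the groups compared, which has fewer samples, the 4 genes were called in none of the single mutants and only *LHCB1.1* and *LHCB2.4* in *phot1phot2*. *LHCB1.1*, *LHCB2.1*, and *LHCB2.2* belong to multigene families, and reads matching several places were not counted, so their levels are uncertain. *LHCB2.4* overlaps a gene on the other strand, so its count is uncertain.

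The clock genes differed between the same libraries. The 5 morning genes of a list set before the counts were seen were all higher in each mutant, with a median log2FC of 0.61 in *phot1*, 1.15 in *phot2*, and 1.28 in *phot1phot2*, and the 6 evening genes were all lower, with medians of −0.29, −0.73, and −0.97.

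**Figure D1:**
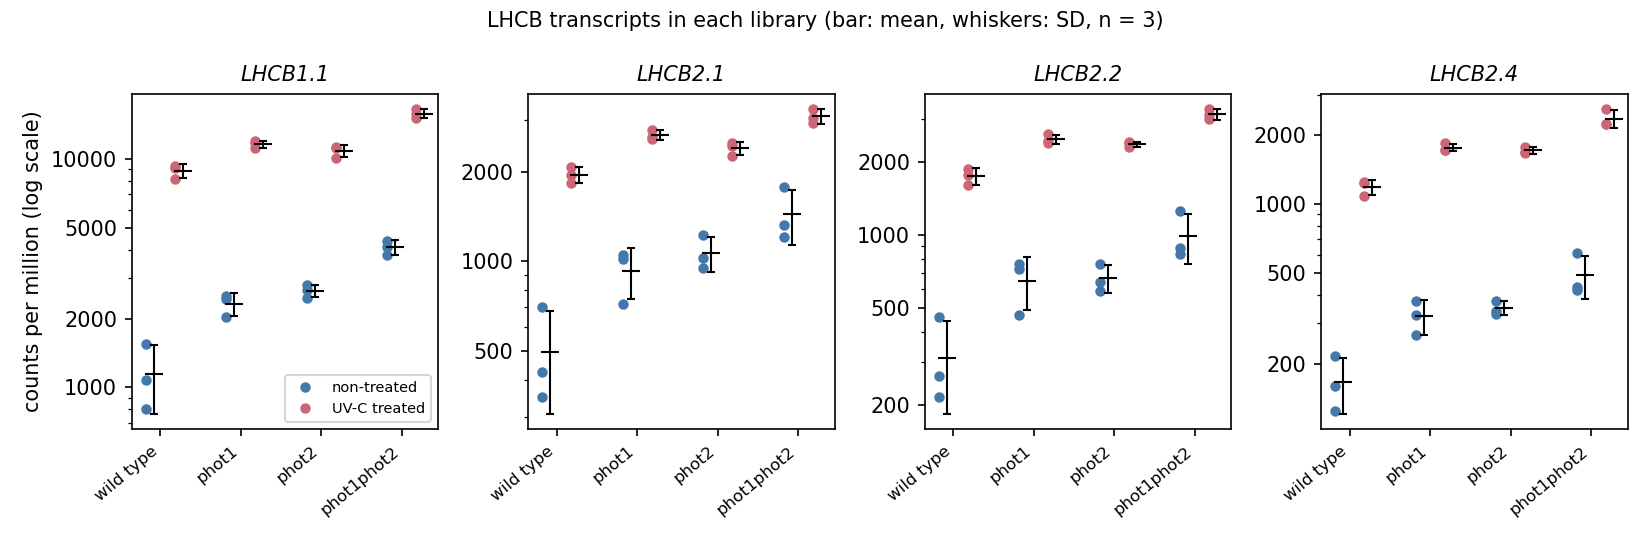
Level of *LHCB1.1*, *LHCB2.1*, *LHCB2.2*, and *LHCB2.4* in CPM on a log axis, for each library of the 4 genotypes without treatment (blue) and after UV-C (red). The bars show the mean and the whiskers the SD over 3 libraries, and in each panel the mutant libraries lie above the wild-type libraries of the same treatment.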

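*BETA-CAROTENE HYDROXYLASE 2* (*BCH2*) lies on chromosome 5 from 21334793 to 21337126. Its level rose from 8.61 ± 4.26 CPM (SD, n = 3) in the wild type to 17.9 ± 4.13 in *phot1*, 24.1 ± 4.37 in *phot2*, and 31.7 ± 8.26 in *phot1phot2*. The log2FC was 1.07 (SE 0.23, adjusted p = 0.0203) in *phot1*, 1.50 (SE 0.23, adjusted p = 0.000409) in *phot2*, and 1.90 (SE 0.23, adjusted p = 9.04e-06) in *phot1phot2*, by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The rise in *phot1* thus did not pass the limit on the adjusted p. Among the alternatives that called it were the likelihood ratio test, DESeq2, and the fit in which wild-type replicate 3 was left out (log2FC 1.53, adjusted p = 0.000247, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With only the groups compared in the fit, *BCH2* was called in none of the mutants (largest log2FC 1.90). *BCH2* overlaps a gene on the other strand, so its count is uncertain.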

Importantly, we also recognized a couple of membrane proteins involved in signal transduction, such as WALL ASSOCIATED KINASE-LIKE 4 (WAKL, AT1G16150), OXIDATIVE SIGNAL-INDUCIBLE1 (OXI1, AT3G25250), CYSTEINE-RICH RLK (RECEPTOR-LIKE PROTEIN KINASE) 36 (CRK36, AT4G04490), Leucine-rich repeat protein kinase family protein (AT5G37450), and GLUTAMATE RECEPTOR 1.2 (GLR1.2, AT5G48400). They were all deregulated in all *phot1*, *phot2*, and *phot1phot2* mutants, which indicates that they may be involved in phot1- and phot2-dependent signaling. Additionally, only the *phot1phot2* mutant demonstrated the up-regulation of six genes involved in stomata development and functioning. These are genes that are involved in stomata spacing and patterning (*MPK6*–AT2G43790, *STOMAGEN*–AT4G12970) as well as signaling (*CRY1*–AT4G08920, *PHYA*–AT1G09570, *PIF4*–AT2G43010, *BIN2*–AT4G18710) [65]. It seems that these plants try to overcome the influence of *phot* mutations on stomata development by inducing the expression of stomata regulatory genes. 

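*CRK36* (chromosome 4, 2231717 to 2234689) had 1.51 ± 0.134 CPM (SD, n = 3) in the wild type, 4.72 ± 2.10 in *phot1*, 6.78 ± 2.27 in *phot2*, and 4.77 ± 3.18 in *phot1phot2*. Its log2FC was 1.65 (adjusted p = 0.0334) in *phot1*, 2.17 (adjusted p = 0.00154) in *phot2*, and 1.66 (adjusted p = 0.00641) in *phot1phot2*, by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. AT5G37450 had 1 to 2 reads per wild-type library and 7 to 11, 9 to 29, and 20 to 27 reads in the mutants. Its level was at least 2.99-fold higher in *phot1* (adjusted p = 0.0553), at least 5.60-fold higher in *phot2* (adjusted p = 0.00141), and at least 7.22-fold higher in *phot1phot2* (adjusted p = 0.000154, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *WAKL4* had 1 to 12 reads per wild-type library and a mean of 0.139 CPM, against 0.349, 0.906, and 0.299 CPM in the mutants. It was differentially expressed only in *phot2* (log2FC 2.72, SE 0.46, adjusted p = 0.00106), with log2FC 1.34 (adjusted p = 0.272) in *phot1* and 1.15 (adjusted p = 0.156) in *phot1phot2* by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Without wild-type replicate 3, *WAKL4* also passed in *phot1phot2* (log2FC 2.57, adjusted p = 0.00882), and without wild-type replicate 1 it failed in *phot2* (log2FC 2.38, adjusted p = 0.0108, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *GLR1.2* passed in *phot2* alone (log2FC 2.65, adjusted p = 0.00109), with log2FC 1.71 (adjusted p = 0.0822) in *phot1* and 1.50 (adjusted p = 0.0377) in *phot1phot2* by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. *OXI1* passed in none of the mutants, with log2FC 1.73 (adjusted p = 0.182), 1.96 (adjusted p = 0.0459), and 1.88 (adjusted p = 0.0309) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Under the likelihood ratio test all 5 genes passed in all 3 mutants, and *OXI1* also passed in *phot1phot2* without *phot1phot2* replicate 2 (log2FC 2.33). *CRK36* lost its call in *phot2* without wild-type replicate 1 or 2 or *phot2* replicate 3, and in *phot1phot2* without any 1 of the wild-type libraries or without *phot1phot2* replicate 1 (log2FC 1.03). AT5G37450 lost its call in *phot2* without wild-type replicate 2. With only the groups compared in the fit, AT5G37450 and *WAKL4* in *phot2* and *CRK36* in *phot1phot2* were not called. All 5 genes were higher than in the wild type in each mutant by their mean levels. Whether a rise differed between mutants was not tested for these genes.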

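None of the 6 genes passed the limit on the log2FC in *phot1phot2*, under the quasi-likelihood test, the likelihood ratio test, or DESeq2, while 5 of them had an adjusted p under 0.01. The largest rise was that of *PIF4*, from 6.40 ± 0.378 CPM (SD, n = 3) in the wild type to 11.3 ± 2.04 in *phot1phot2* (log2FC 0.82, SE 0.15, adjusted p = 0.00105, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *STOMAGEN* rose from 23.4 ± 0.792 to 31.1 ± 4.07 CPM (SD, n = 3), with log2FC 0.41 (SE 0.09, adjusted p = 0.00448, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *CRY1* had log2FC 0.36 (SE 0.07, adjusted p = 0.00175) and *PHYA* 0.34 (SE 0.07, adjusted p = 0.00227) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. *MPK6* had log2FC 0.27 (SE 0.07, adjusted p = 0.00899), and *BIN2* 0.29 (SE 0.07, adjusted p = 0.0103, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). For each gene, the 3 *phot1phot2* libraries lay above the 3 wild-type libraries. In the single mutants the log2FC of these genes lay between −0.05 and 0.44, and the smallest adjusted p was 0.0675 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. *MPK6* overlaps genes on the other strand and *BIN2* overlaps a gene on its own strand, so their counts are uncertain.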

In a next phase, we considered changes in transcript levels in UV-C treated phototropin mutants versus UV-C treated wild type. In comparison to the wild-type plants, we found 58, 572, and 795 differentially expressed genes (FDR < 0.01; absolute log2 fold change (FC) > 1) in *phot1*, pho*t2*, and *phot1phot2* mutants, respectively (Supplementary Dataset 1) (Figure 7B). Similarly to non-stress conditions, the highest representation of genes deregulated in phototropin mutants encoded the plasma membrane, cell wall, and extracellular region proteins. Moreover, almost 50% of deregulated transcripts in *phot1* and *phot2* and 35% in *phot1phot2* encoded proteins engaged in response to stimuli (Supplementary Datasets 5–7). 

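After UV-C, 19 genes were differentially expressed in *phot1* (7 higher, 12 lower), 414 in *phot2* (361 higher, 53 lower), and 644 in *phot1phot2* (333 higher, 311 lower). The adjusted p alone was under 0.01 for 66, 1663, and 4853 genes. These numbers were 63, 589, and 821 under the likelihood ratio test. Leaving out 1 library at a time gave 10 to 28 genes in *phot1*, 263 to 392 in *phot2*, and 483 to 690 in *phot1phot2*, with the lowest *phot1* and *phot2* counts both without wild-type replicate 3. *phot1* and *phot2* shared 5 of these genes, *phot1* and *phot1phot2* 16, and *phot2* and *phot1phot2* 164.

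The largest rises included *ERF53*, with log2FC 4.84 (adjusted p = 2.1e-05) in *phot2* and 5.50 (adjusted p = 8.99e-07) in *phot1phot2* by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. AT5G10340 and AT2G01008 rose in *phot1* with log2FC 3.50 (adjusted p = 1.99e-06) and 2.95 (adjusted p = 6.78e-09, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). AT1G44478 was at least 2.09-fold higher in *phot2* and at least 3.68-fold higher in *phot1phot2*, and AT1G27565 at least 12.6-fold higher in *phot1*. AT1G27565 had 0 reads in *phot1phot2*, which also carries the *phot1* allele. AT3G42860 was at least 15.8-fold lower in *phot1* and in *phot1phot2*, and AT3G46990 at least 6.03-fold and at least 6.05-fold lower. AT3G42860 and AT3G46990 had 0 reads with the *phot1* allele and lie within 2 Mb of *PHOT1*, so sequence linked to that allele may account for these falls. In *phot2*, *NUB* was at least 3.05-fold lower, and AT3G33528 at least 2.92-fold lower.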

Functional analysis of differentially regulated transcripts showed that they are engaged in signaling, regulation of transcription, protein modification and degradation, secondary and hormone metabolism. Among genes encoding plasma membrane proteins, we identified many engaged in signal transduction pathways. We selected some of them and additionally confirmed their expression level for another three biological replicates using qPCR (Figure 8B). 

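After UV-C, *ACD6* (chromosome 4, 8294165 to 8299195) had 12.7 ± 2.74 CPM (SD, n = 3) in the wild type, 20.2 ± 5.63 in *phot1*, 55.1 ± 15.1 in *phot2*, and 35.1 ± 4.08 in *phot1phot2*. The log2FC was 2.12 (SE 0.26, adjusted p = 8.29e-06) in *phot2* and 1.47 (SE 0.26, adjusted p = 0.000183) in *phot1phot2*, by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. In *phot1* it was 0.67 (SE 0.27, adjusted p = 0.217, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), which did not pass the limit on the adjusted p.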

Among others, there was an up-regulation of *ACCELERATED CELL DEATH 6* (*ACD6*, AT4G14400), encoding a regulator of salicylic acid signaling that shuttles between plasma membrane and cytoplasm to confer stress signal transduction [66]. Moreover, two cysteine-rich RLK (receptor-like protein kinase), CRK15 (AT4G23230), and CRK24 (AT4G23320) were strongly up-regulated in all *phot* mutants. Both these CRKs are involved in ROS sensing [67,68]. 

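*CRK15* (chromosome 4, 12157827 to 12160279) had 1.11 ± 0.307 CPM (SD, n = 3) in the UV-C treated wild type and 1.52 ± 0.228, 3.34 ± 0.483, and 2.40 ± 0.476 in *phot1*, *phot2*, and *phot1phot2*. It was differentially expressed in *phot2* (log2FC 1.58, SE 0.29, adjusted p = 0.000655) and in *phot1phot2* (log2FC 1.11, SE 0.30, adjusted p = 0.00596), but not in *phot1* (log2FC 0.45, SE 0.32, adjusted p = 0.511), by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. *CRK24* (chromosome 4, 12189089 to 12191704) rose from 0.371 ± 0.163 CPM (SD, n = 3) to 1.67 in *phot2* (log2FC 2.19, adjusted p = 6.84e-05) and 0.863 in *phot1phot2* (log2FC 1.24, adjusted p = 0.00808), and was at 0.547 in *phot1* (log2FC 0.58, adjusted p = 0.474, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With 1 library left out at a time, the log2FC in *phot1phot2* stayed between 0.93 and 1.35 for *CRK15* and between 0.99 and 1.61 for *CRK24*. *CRK24* lost its call there in all of these fits but the one without wild-type replicate 3, and *CRK15* lost it without wild-type replicate 1 or 3 or *phot1phot2* replicate 1 or 3. DESeq2 and the fit of only the groups compared did not call *CRK24* in *phot1phot2*.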

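The genes PR2 (AT3G57260; chromosome 3, 21188397 to 21189967) and ERD4 (AT3G54510; chromosome 3, 20180007 to 20183588) were also compared after UV-C. PR2 had 14.1 ± 6.24 CPM (SD, n = 3) in the wild type, 20.4 ± 7.26 in *phot1*, 51.0 ± 8.41 in *phot2*, and 30.8 ± 3.47 in *phot1phot2*. It was differentially expressed in *phot2* (log2FC 1.84, SE 0.43, adjusted p = 0.00474), but not in *phot1phot2* (log2FC 1.12, SE 0.43, adjusted p = 0.0471) or *phot1* (log2FC 0.52, SE 0.44, adjusted p = 0.606), by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. PR2 lost its call in *phot2* without wild-type replicate 1 or 3 or *phot2* replicate 1 or 2, with a log2FC of 1.66 or more. PR2 in *phot1phot2* was called by the likelihood ratio test and by a fit of only the groups compared. ERD4 rose from 5.41 ± 0.880 CPM (SD, n = 3) to 11.6 ± 2.08 in *phot2* (log2FC 1.09, SE 0.18, adjusted p = 0.000273) and 12.9 ± 1.59 in *phot1phot2* (log2FC 1.25, SE 0.18, adjusted p = 1.94e-05, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In *phot1* the ERD4 level was 8.48 ± 0.452 CPM (log2FC 0.64, SE 0.19, adjusted p = 0.0736, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Without wild-type replicate 3 or *phot2* replicate 3, the log2FC of ERD4 in *phot2* was 0.98 and 0.94, under the limit. ERD4 overlaps a gene on the other strand, so its count is uncertain.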

Other plasma-membrane bound protein PATHOGENESIS-RELATED PROTEIN 2 (PR2, AT3G57260) and early-responsive to dehydration stress protein (ERD4, AT3G54510), which are also putatively located in chloroplasts, were also up-regulated in phototropin mutants. PR2 was shown to be involved in defense response induction [69]. As a result of the same plasma-membrane localization as the phototropins, these proteins may serve as phot1- and phot2-dependent signaling proteins after UV-C stress. However, to confirm their role in phototropins-dependent signaling, further studies need to be undertaken. Even though there were only 19 genes commonly deregulated in *phot1*, *phot2*, and *phot1phot2* double mutant (Figure 7B), they encode proteins that may have crucial roles in phototropin-dependent response to UV-C. First of all, a gene encoding actin-related protein 9 (ARP9, AT5G43500) [70] demonstrated decreased expression level after UV-C treatment in all tested mutants, compared to the wild type. 

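After UV-C, 5 genes were differentially expressed in all 3 mutants, all in the same direction. They were *ARP9*, *GolS2*, *ANAC029*, AT2G01008, and AT5G10340. The number was 23 under the likelihood ratio test and lay between 3 and 10 with 1 library left out at a time, with 10 when *phot1* replicate 3 was left out. No gene was shared in 20 simulated draws of unchanged groups, in which at most 2 genes were called. With so few calls, these draws do not gauge the overlap among called genes. *ARP9* (chromosome 5, 17469490 to 17473619) fell from 54.6 ± 3.08 CPM (SD, n = 3) in the wild type to 16.5 ± 1.78 in *phot1*, 20.1 ± 1.32 in *phot2*, and 13.5 ± 0.0774 in *phot1phot2*. The log2FC was −1.72 (SE 0.07, adjusted p = 5.09e-13) in *phot1*, −1.44 (SE 0.07, adjusted p = 7.21e-12) in *phot2*, and −2.02 (SE 0.07, adjusted p = 2.67e-14) in *phot1phot2*, by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. In non-treated plants *ARP9* was lower as well, with 57.1 ± 2.83 CPM (SD, n = 3) in the wild type and log2FC −1.62, −1.31, and −1.69 in the mutants. The interaction of UV-C and genotype was −0.11 (adjusted p = 0.922) in *phot1*, −0.13 (adjusted p = 0.615) in *phot2*, and −0.33 (adjusted p = 0.0313) in *phot1phot2*, none of which passed the limits (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).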

The specific role of this protein is not known, but it might be engaged in chloroplast-actin filaments reorganization. Moreover, among phototropin-jointly regulated genes after UV-C exposure, we identified some genes, encoding proteins engaged in oxidative stress signaling and response, such as galactinol synthase 2 (GolS2, AT1G56600) and Arabidopsis NAC domain containing protein 29 (AtNAP, ANAC029, AT1G69490), which were upregulated, and downregulated Arabidopsis Tóxicos en Levadura 78 (AtATL78, AT1G49230). 

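*GolS2* (chromosome 1, 21207537 to 21209635) had 4.67 ± 1.27 CPM (SD, n = 3) in the UV-C treated wild type, 10.1 ± 2.02 in *phot1*, 14.7 ± 2.22 in *phot2*, and 20.3 ± 3.69 in *phot1phot2*. The log2FC was 1.12 (SE 0.19, adjusted p = 0.00316), 1.67 (adjusted p = 2.34e-06), and 2.12 (adjusted p = 1.95e-08) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. *ANAC029* (chromosome 1, 26122080 to 26123514) rose from 20.3 ± 1.03 CPM (SD, n = 3) to 46.8 ± 5.62, 45.2 ± 8.37, and 76.1 ± 2.79. Its log2FC was 1.20 (SE 0.20, adjusted p = 0.00274) in *phot1*, 1.15 (adjusted p = 0.000342) in *phot2*, and 1.90 (adjusted p = 2.33e-07) in *phot1phot2*, by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. *ATL78* (chromosome 1, 18209194 to 18210177) fell from 3.64 ± 0.557 CPM (SD, n = 3) to 1.67 ± 0.230, 1.34 ± 0.733, and 0.857 ± 0.260. It passed both limits in *phot2* (log2FC −1.41, SE 0.27, adjusted p = 0.00111) and *phot1phot2* (log2FC −2.10, SE 0.29, adjusted p = 1.2e-05), but not in *phot1* (log2FC −1.13, SE 0.27, adjusted p = 0.0297), by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. In *phot1*, *ATL78* was called by the likelihood ratio test and by DESeq2. *ATL78* overlaps a gene on the other strand, so its count is uncertain. In *phot1*, *GolS2* lost its call without wild-type replicate 1 (log2FC 0.92) or *phot1* replicate 1 (1.06) or 2 (1.01), and *ANAC029* without wild-type replicate 1 (1.19) or 3 (1.18) or *phot1* replicate 1 (1.101). *ANAC029* also lost it in *phot2* without *phot2* replicate 1 (0.99). With only the groups compared in the fit, *GolS2* in *phot1* and *ATL78* in *phot2* were not called.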

GolS2 transcript levels have been shown to rise in response to oxidative damage-inducing agent, and plants over-expressing GolS2 have increased tolerance to salt, chilling, and high-light stress [71,72,73]. ANAC029 is involved in chlorophyll degradation and leaf senescence and functions as a negative regulator in salt stress response [74,75,76], while RING E3 ubiquitin ligase AtATL78 mediates ABA-dependent ROS signaling in response to drought stress [77,78]. They all seem to have an important role in phototropin-dependent signaling during oxidative stress, but in order to elucidate their specific role in these pathways, further studies need to be performed.

Moreover, we found some common genes deregulated in phototropin mutants in our study and in previous transcriptomic analysis of blue-light treated *phot1* and *phot2* [79]. For example, the gene encoding sugar phosphate exchanger (DUF506, AT2G20670), located in the chloroplasts [80], was significantly induced in the *phot1* mutant in both ours and a previous study. 

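AT2G20670 (chromosome 2, 8911860 to 8913747) had 86.0 ± 28.2 CPM (SD, n = 3) in the non-treated wild type, 225 ± 41.6 in *phot1*, 83.7 ± 15.4 in *phot2*, and 214 ± 48.6 in *phot1phot2*. The log2FC was 1.38 (SE 0.18, adjusted p = 0.000161) in *phot1* and 1.31 (adjusted p = 5.27e-05) in *phot1phot2*, by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. In *phot2* it was −0.04 (SE 0.18, adjusted p = 0.942, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and its sign changed under the likelihood ratio test (0.02) and when wild-type replicate 1 (0.25), *phot2* replicate 2 (0.05), or *phot2* replicate 3 (0.02) was left out. With only the groups compared in the fit, the rises in *phot1* (1.38) and *phot1phot2* (1.32) did not pass the limit on the adjusted p.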

We also observed the induction of two genes encoding leaf senescence regulators, *RESPONSIVE TO DESICCATION 26* (*RD26*, AT4G27410) [81,82] and *SENESCENCE-ASSOCIATED GENE 21* (*SAG21*, AT4G02380) in *phot1* and *phot2*, respectively. These genes were previously shown to be upregulated during blue light response in phototropin mutants [79]. 

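*RD26* (chromosome 4, 13707192 to 13709170) had 8.48 ± 2.94 CPM (SD, n = 3) in the non-treated wild type and 17.5 ± 4.54 in *phot1*, with log2FC 1.05 (SE 0.32, adjusted p = 0.116, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *SAG21* (chromosome 4, 1046042 to 1047105) had 18.4 ± 5.22 CPM (SD, n = 3) in the wild type and 39.7 ± 12.0 in *phot2*, with log2FC 1.105 (SE 0.45, adjusted p = 0.178, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Neither rise passed the limit on the adjusted p, and both passed under the likelihood ratio test. *SAG21* was differentially expressed in *phot1phot2*, at 151 ± 117 CPM (SD, n = 3), with log2FC 3.04 (SE 0.46, adjusted p = 0.000139, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), a call that was lost in a fit of only the groups compared.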

After UV-C treatment, we observed the induction of some common genes that were also shown to be upregulated upon blue light treatment in phototropin mutants. These were genes encoding PLAC8 family protein (AT1G52200), which were located on the plasma membrane [83] and engaged in response to oxidative stress [84], high-light induced ETHYLENE RESPONSIVE FACTOR 54 (ERF54, AT4G28140) [85], and chloroplast-located GLUTATHIONE S-TRANSFERASE U17 (GSTU17, AT1G10370) [80].

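After UV-C, AT1G52200 (chromosome 1, 19441636 to 19443631) had 13.1 ± 1.82 CPM (SD, n = 3) in the wild type, 19.5 ± 3.40 in *phot1*, 30.7 ± 5.63 in *phot2*, and 22.0 ± 0.251 in *phot1phot2*. It was differentially expressed in *phot2* (log2FC 1.22, SE 0.16, adjusted p = 1.4e-05), while the log2FC was 0.57 (adjusted p = 0.0639) in *phot1* and 0.74 (adjusted p = 0.000902) in *phot1phot2*, by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. *ERF54* (chromosome 4, 13974493 to 13975919) rose from 0.372 ± 0.162 CPM (SD, n = 3) to 2.97 ± 0.837 in *phot2* (log2FC 2.96, SE 0.48, adjusted p = 0.000194) and 7.79 ± 3.70 in *phot1phot2* (log2FC 4.35, SE 0.45, adjusted p = 2.36e-07), but not in *phot1* (log2FC 0.44, adjusted p = 0.775, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *GSTU17* (chromosome 1, 3396883 to 3398358) had 14.8 ± 9.85 CPM (SD, n = 3) in the wild type, 14.3 ± 0.782 in *phot1*, 43.5 ± 30.3 in *phot2*, and 69.9 ± 39.5 in *phot1phot2*. It passed only in *phot1phot2* (log2FC 2.22, SE 0.43, adjusted p = 0.00041), with log2FC 1.53 (adjusted p = 0.0178) in *phot2* and −0.07 (adjusted p = 0.962) in *phot1* by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. In *phot2*, *GSTU17* was called by the likelihood ratio test, as well as by the fits without wild-type replicate 2 or *phot2* replicate 2, and in *phot1* its sign changed under that test (0.38) and without wild-type replicate 2 (0.64). AT1G52200 and *GSTU17* each overlap another gene on the same strand, so their counts are uncertain.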

To sum up, the RNAseq results indicate that genes encoding photosynthetic components are up-regulated in phototropin mutants, both before and after UV-C stress. 

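A list of 18 LHC genes, the *LHCB* and *LHCA* genes, was set before the counts were seen, and 17 of them were tested. Their median log2FC in non-stress conditions was 0.50 in *phot1*, 0.45 in *phot2*, and 0.76 in *phot1phot2*, and 16, 15, and 16 of the 17 genes were higher than in the wild type. The set test camera gave a Benjamini-Hochberg adjusted p over 6 comparisons of 4.97e-25, 5.08e-13, and 6.68e-19. After UV-C the median log2FC was 0.30 in *phot1*, 0.24 in *phot2*, and 0.71 in *phot1phot2*, with 17, 15, and 16 genes higher and camera adjusted p of 8.19e-11, 0.00126, and 8.15e-11. With the set test fry, the adjusted p was under 0.05 in all 6, but only 0.0475 in UV-C treated *phot2*, where fry failed without wild-type UV-C replicate 1 (adjusted p = 0.218), *phot2* UV-C replicate 1 (0.114) or 2 (0.115), and in other fits with a library left out (range of the failing values 0.0506 to 0.218). With the correlation between the genes estimated from the data in camera, only *phot1* (adjusted p = 0.0245) and *phot1phot2* (adjusted p = 0.0334) without treatment held. This depended on the libraries, as *phot1phot2* failed without its replicate 3 (adjusted p = 0.0623). Without non-treated wild-type replicate 3, camera with the estimated correlation also held in non-treated *phot2* (0.0168) and in *phot1* and *phot1phot2* after UV-C (0.0468 for both). Without non-treated wild-type replicate 1, it also held in *phot1* and *phot1phot2* after UV-C (0.0376 for both), but not in non-treated *phot2* (0.0721). Of the 17 genes, 2, 4, and 4 were differentially expressed in the mutants without treatment, and 0, 0, and 1 after UV-C. The *phot1* and *phot2* comparisons after UV-C had 16 and 8 genes at an unadjusted p under 0.05. At an adjusted p under 0.05, the tests over all genes held 14, 9, and 16 of them without treatment and 5, 5, and 17 after UV-C. Adjusted over the list alone, the numbers were 16, 12, and 17 without treatment and 16, 5, and 17 after UV-C. The paper named 4 of the listed genes from these samples, so the values over the list alone are not independent evidence.

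The gene called after UV-C was *LHCA1* in *phot1phot2* (log2FC 1.02, SE 0.10, adjusted p = 2.02e-07, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In the wild type, *LHCB1.1* was at 802, 1081, and 1554 CPM in the replicates without treatment and at 8145, 9145, and 9273 CPM after UV-C. The cause of this difference between the treatments was not tested. After UV-C, on that higher base, the log2FC of *LHCB1.1* was 0.39 (adjusted p = 0.161) in *phot1*, 0.29 (adjusted p = 0.177) in *phot2*, and 0.83 (adjusted p = 9.78e-05) in *phot1phot2*, by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. *LHCB2.4* had log2FC 0.57 (adjusted p = 0.0488), 0.53 (adjusted p = 0.0184), and 0.99 (adjusted p = 3.21e-05) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The last value of *LHCB2.4* rose past both limits without wild-type replicate 2 or 3 or *phot1phot2* replicate 1 or 2, to at most 1.03.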

In both non-stress conditions and after oxidative stress, we also identified many plasma-membrane bound proteins, engaged in signal transduction, that may be involved in phototropin-dependent signaling pathways. However, since there is no indication of the possible phototropin activity as transcriptional regulators, the phototropin-dependent influence on gene expression is most probably indirect.

## 4. Discussion

In this study, we characterized the influence of phototropins on Arabidopsis morphological traits, such as rosette size, dry weight, stomata density, as well as physiological and molecular features, such as water-use efficiency, photosynthetic efficiency, and the transcriptome. The impact of both phot1phot2 double mutations on Arabidopsis leaves curling, observed in this study, has already been described [17,86,87,88,89]. However, the phenotype of *phot* mutants differs depending on light conditions. It was shown by Gotoh and co-workers [41] that *phot2* mutant plants were larger than the wild-type plants and showed an increase in plant biomass in moderate light conditions. Furthermore, recent study analyzing plants engineered to have a slow-photocycling phototropin variant of phot1 displayed increased biomass production as a consequence of their improved sensitivity under low-light and long day conditions [90]. However, in low-light conditions, similar to the intensity of light used in our study, the difference in plant biomass between wild-type and *phot2* mutant plants was rather small [41]. We did not observe any changes in rosette size nor dry weight in single *phot1* and *phot2* mutants, which may be caused by different growing conditions, especially light intensity, used in the current study. However, we detected the biomass reduction in *phot1phot2* mutant, which might be partially connected with leaf flattering and stomata density reduction, but also thinner leaves observed by López-Juez and co-workers [87]. 

Moreover, we showed that apart from the effect on rosette structure, both phot1 and phot2 affect the stomatal density. The number of stomata per mm² of leaf blade was positively influenced by phot1 and phot2 activities. The effect of both phototropins on stomata number seems to be additive, since the *phot1phot2* double mutant demonstrated that stomata density reduced by almost half. The positive influence of phototropins on stomata opening and their additive effect in this process has been already documented [91,92]. However, previous works analyzing stomatal density did not report significant difference between *phot1phot2* and wild-type plants [93,94]. It could be caused by different growing conditions applied, which suggests that the role of phototropins is condition-dependent. Our study indicates that the regulation of transpiration by phototropin is not only through the guard cells operation but also via the condition-dependent regulation of stomata number. 

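Genes of stomata development and signaling were also compared after UV-C. *PIF4* had log2FC 1.90 (SE 0.14, adjusted p = 2.31e-09) in *phot1phot2* and 1.14 (adjusted p = 7.49e-06) in *phot2*, both past the limits, by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The rise of *PIF4* in *phot1phot2* was larger after UV-C than without treatment, with an interaction of 1.08 on the log2 scale (SE 0.21, adjusted p = 0.00139, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In UV-C treated *phot1phot2*, *PHYA* had log2FC 0.82 (adjusted p = 2.06e-08), *MPK6* 0.46 (adjusted p = 2.39e-05), *CRY1* 0.40 (adjusted p = 0.000145), and *BIN2* 0.31 (adjusted p = 0.00206), none past the limit on the log2FC (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *STOMAGEN* did not differ there (log2FC −0.02, adjusted p = 0.896, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *MPK6* and *BIN2* overlap other genes, so their counts are uncertain.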

The transcriptome profiling performed in this work demonstrated that at least six genes involved in stomata development and patterning were significantly deregulated in the *phot1phot2* mutant, which may indicate that their expression is indirectly regulated by phot1 and phot2 joint activities. However, the specific mechanism of phototropin influence on stomata number is yet to be defined. In our study, lower stomatal density correlated with higher water-use efficiency (WUE) in *phot2* and *phot1phot2* genotypes. These plants used less water for the production of the dry weight unit, which at least partially was connected with reduced transpiration. Even though the stomatal density was reduced in *phot1*, when compared to the wild type, the *phot1* single mutant did not show significant changes in WUE. This may be due to the fact that WUE is a parameter that is influenced by many factors [95] and indicates that the role of phototropins in this process should be further analyzed. Nevertheless, our results confirm previous study showing that the *phot1phot2* double mutant demonstrates reduced stomatal conductance and transpiration [93] and gives additional indication that these physiological traits may be altered by the additive influence of phot1 and phot2 activities on the stomata development. 

Although much research has been done on the role of phot1 and phot2 in the chloroplast movement, so far, relatively little was known about the effect of phot1 and phot2 on PSII efficiency. In this study, we demonstrated that both of them have some impact on maximal and operational PSII efficiency as well as photochemical reactions. The differences in *Fv/Fm*, ΦPSII, and *q*P between wild-type and phototropin mutants were rather small, and thus, they were not the reason for the lower plant biomass in *phot1phot2* under tested growing conditions. Variations in photosynthetic efficiency can be partially explained by the changes in total chlorophyll levels. Previous studies examining photosynthetic parameters did not report significant changes in maximal PSII efficiency between wild-type, *phot1* [42], and *phot2* mutants [41,42,96,97]. Similarly, no statistically significant changes in operational PSII capacity nor photochemical quenching were observed in the *phot2* mutant [96]. It suggests that phototropin-dependent chloroplast movements may be coupled with photosynthetic efficiency in a condition-dependent manner. 

Even though previous works did not demonstrate significant changes in Chl a/b ratio in *phot1* [98] nor *phot2* [41], in the present study, we observed a considerably elevated Chl a/b ratio in the *phot* mutants, which again could be caused by differences in applied growing conditions and indicates the condition-dependent role of phototropins. An increase in the Chl a/b ratio in leaves of phot2-depleted plants may be viewed as a response to higher intracellular light intensity, because the chloroplasts of these plants do not have the avoidance response and thus experience greater photon flux density per PSII in relatively low-light conditions [99]. Such a tendency in the Chl a/b ratio has been demonstrated after exposure to increased irradiance, and it is associated with reduced LHCII size [100]. Moreover, we showed that a lower chlorophyll concentration in the *phot2* and *phot1phot2* mutants correlated with a decreased carotenoids content, which may imply an overall smaller antenna size. However, in order to confirm this, more detailed analyses are needed. Interestingly, in these mutants, we observed elevated transcript levels of genes encoding main chlorophyll a/b-binding proteins of LHCII (LHCB1.1, LHCB2.1, LHCB2.2, LHCB2.4), which may be connected with the efforts of the plants to compensate for a smaller LHCII size. Such a smaller size of light-harvesting antennae may be a photoprotective mechanism in order to avoid photodamage.

Furthermore, the efficiency of NPQ reactions was reduced in all tested mutants (although in *phot2* non-significantly), which suggests that they were able to utilize the energy, absorbed by the antenna, for photochemical reactions rather than for NPQ. These results correlated well with the lower de-epoxidation state of xanthophylls in these genotypes. Although the level of anteraxanthin in all tested genotypes was similar, *phot* mutants differed significantly in the level of zeaxanthin, which was reduced compared to the wild-type plants. Interestingly, the gene-encoding enzyme responsible for zeaxanthin synthesis from the β-carotene, BETA-CAROTENE HYDROXYLASE 2 (AT5G52570), was induced in *phot1* and *phot2* and even higher in *phot1phot2*, in comparison to the wild type. Since the de-epoxidation of violaxanthin, leading to zeaxanthin is decreased in *phot* mutants, they seem to elevate the zeaxanthin level through its synthesis from β-carotene. Recently, a lower NPQ value for the *phot1phot2* mutant was also observed by Howard and co-workers [101].

Since the photosynthetic reactions are tightly connected with oxidative stress and cell death [5,102,103], we wanted to assess the influence of phototropins on the photooxidative stress response. Our results demonstrated that phot1 and phot2 are engaged in the redox regulation in both non-stress and oxidative-stress conditions. We found that H_2_O_2_ levels were significantly decreased in *phot2* and *phot1phot2* plants, which correlated with the lower CAT activity in these mutants. Our results concerning CAT activity differ from the results Kasahara and co-workers of [42], demonstrating no changes in CAT activity in *phot* mutants. The reason for that might be different growing conditions, as we have shown previously that the same mutants may have distant phenotypes depending on ambient conditions [104].

In our previous works, we demonstrated that UV-C radiation, similarly to EEE, causes oxidative stress, destroys photosynthetic apparatus, modifies retrograde signalling from chloroplasts to the nucleus, and causes cell death [2,4,5,9,48,105]. Here, we wanted to uncover the role of phototropins in UV-C-triggered processes. We hypothesized that the mutants impaired with phot2 and thus possessing chloroplasts stacked in the accumulation response will demonstrate a higher level of stress after being exposed to UV-C. Surprisingly, H_2_O_2_ accumulation was significantly diminished in *phot2* and *phot1phot2* mutants in all tested time points after UV-C irradiation compared to the wild type. Additionally, 96 h after UV-C treatment, there was a decrease in H_2_O_2_ content also in the *phot1* mutant, in relation to wild-type, which corresponded with the lower activity of SOD and partially also CAT. The activity of APX showed to have higher dynamics than the other antioxidant enzymes and fluctuated significantly in the course of measurements. 

Generally, the chlorophyll *a* fluorescence measurements performed for UV-C treated plants showed that the photosynthetic machinery was less affected in plants depleted with phototropins than in the wild type. Both maximum and operational photosynthetic efficiency were higher after UV-C irradiation in all phototropin mutants. In addition, their vitality was elevated when compared to Col-0. Since the damages within the photosynthetic machinery seem to be smaller in *phot* mutants, compared to the wild type, they were able to more efficiently use energy harvested by LHCs for photochemical reactions, which could lead to lower H_2_O_2_ over-production, especially in *phot2* and *phot1phot2* mutants. Our results suggest that phot1 and phot2 may be directly or indirectly involved in the adjustment mechanism, such as antenna size optimization, in order to avoid the damaging effects of UV-C.

Importantly, both *phot1* and *phot2* mutants demonstrated higher NPQ, which means that they more efficiently dissipated light energy as heat, which is one of the chloroplast protection mechanisms. These results are in agreement with the decreasing expression level of both *PHOT1* and *PHOT2* genes, and they suggest that plants deliberately decrease phot1 and phot2 levels in order to diminish negative changes caused by stress factor. The reduction in *PHOT2* expression level was also observed after the inhibition of photosynthesis with 3-(3,4-dichlorophenyl)-1,1-dimethylurea (DCMU) [106]. These results and data obtained here suggest that the chloroplast NPQ- and the plastoquinone redox status-dependent retrograde signaling from photoinhibited chloroplasts causes the decline in *PHOT2* gene transcription in order to reduce avoidance response and harvest more light from still operating LHCs and reactions centers. However, this hypothesis needs to be further validated.

There is growing evidence that phot1 and phot2 participate in plant responses to different stresses. For instance, phot1 enhances plant fitness and performance under drought [107], and both phot1 and phot2 are required to recover from high light stress [101,108]. Even though phototropin mutants, especially *phot2* and *phot1phot2*, showed higher photosynthetic electron transport and elevated H_2_O_2_ to significantly lower values, compared to the wild type, it did not compensate their lower stomatal conductance, probably high level of photorespiration, and elevated cell death. These results indicate that despite some protective mechanisms against adverse conditions, such as the protection of photosystems and keeping a relatively low content of H_2_O_2_, *phot* mutants are more prone to cell death, which is most probably because of their disturbed ability in chloroplasts movements. Similar results were shown for *phot2* and *phot1phot2* mutants in response to high light stress [101,108]. In addition, some differences among *phot1* and *phot2* mutants, such as the transcriptomic changes observed in this work, may be connected with different amounts of phototropins on the chloroplasts outer membrane, that in fact may reflect differences in accumulation/avoidance response and may have consequences on many cellular pathways [36]. We hypothesize that phototropin mutants, due to the loss of chloroplast movement ability and reduced stomatal conductance, needed to lower H_2_O_2_ levels, which in turn caused deregulation in electron transport in PSII, increased cell death, and thus reduced growth. However, to confirm this scenario, further studies need to be performed.

The analysis of transcriptomic changes indicated that a great proportion of deregulated transcripts in *phot* mutants encoded proteins associated with biological membranes. Plasma membrane, Golgi/post Golgi vesicles, and chloroplast outer membrane are the main subcellular compartments of phot1 and phot2 localization and phototropin-mediated signaling [36,39,109]. Thus, it seems that phototropins indirectly regulate the expression level of membrane-bound proteins that may be involved in phototropin-dependent signaling pathways. There is a growing evidence that phototropin-mediated asymmetric growth processes are directly linked with auxin and auxin influx and efflux carriers [110]. However, this needs to be regulated rather post-transcriptionally, because we did not observe any differences in the expression of auxin carriers. 

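Of 15 genes for auxin influx and efflux carriers listed before the counts were seen, 14 were tested. Without treatment, none passed the limits in *phot1*, *phot2*, or *phot1phot2*, while 5, 2, and 6 had an unadjusted p under 0.05, and the log2FC lay between −0.84 and 0.65. After UV-C, none passed in *phot1* or *phot2*, where 3 and 5 had an unadjusted p under 0.05. *PIN5* (AT5G16530; chromosome 5, 5400600 to 5402845) passed in UV-C treated *phot1phot2*, with 0.466 ± 0.161 CPM (SD, n = 3) against 1.07 ± 0.423 in the wild type (log2FC −1.18, SE 0.32, adjusted p = 0.00623, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With 1 library left out at a time its log2FC lay between −1.44 and −0.84. At an adjusted p under 0.05 over all genes, 0, 0, and 2 carriers differed without treatment and 0, 4, and 6 after UV-C. Adjusted over the list alone, the numbers were 3, 0, and 2 and then 0, 5, and 6. The largest rise without treatment was that of *PIN3* in *phot1phot2* (log2FC 0.65, SE 0.10, adjusted p = 0.000173, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *AUX1* rose after UV-C in *phot2* (log2FC 0.47, adjusted p = 0.000461) and *phot1phot2* (log2FC 0.51, adjusted p = 6.76e-05, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).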

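*NIT2* (AT3G44300; chromosome 3, 15983199 to 15985535) had 17.7 ± 3.66 CPM (SD, n = 3) in the non-treated wild type, 48.2 ± 16.8 in *phot1*, 55.1 ± 15.9 in *phot2*, and 44.4 ± 10.6 in *phot1phot2*, and every mutant library lay above every wild-type library. The log2FC was 1.44 (SE 0.38, adjusted p = 0.0595), 1.63 (SE 0.37, adjusted p = 0.0113), and 1.32 (SE 0.37, adjusted p = 0.0203) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, so that no rise passed the limit on the adjusted p. All 3 passed under the likelihood ratio test, and the rise in *phot2* also under DESeq2 and without the filter on low counts. In a fit of only the groups compared, *phot2* and *phot1phot2* passed. After UV-C, *NIT2* was differentially expressed in *phot2* (log2FC 1.81, SE 0.37, adjusted p = 0.00187), but not in *phot1* (log2FC 1.15, adjusted p = 0.113) or *phot1phot2* (log2FC 1.11, adjusted p = 0.023), by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. *NIT2* belongs to a gene family, so its count is uncertain, and it lies within 2 Mb of *PHOT1*.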

The only gene involved in auxin metabolism/signaling that was significantly induced in all *phot* mutants was *AT3G44300 encoding nitrilase 2* (*NIT2*), which converts indole-3-acetonitrile to indole-3-acetic acid.

## 5. Conclusions

In conclusion, our findings indicate that phototropins are engaged in the condition-dependent regulation of plant biomass. Both phot1 and phot2 positively influence the stomata density and thus negatively regulate WUE. Moreover, we demonstrated the novel role of both phot1 and phot2 in the regulation of photosynthetic pigments composition, PSII efficiency, and redox status both under non-stress and oxidative stress conditions. Our findings shed new light on the possible signaling pathways that involve phototropins, which can be further studied to holistically understand the role of these photoreceptors in plant cells.

## Figures and Tables

**Figure 1:**
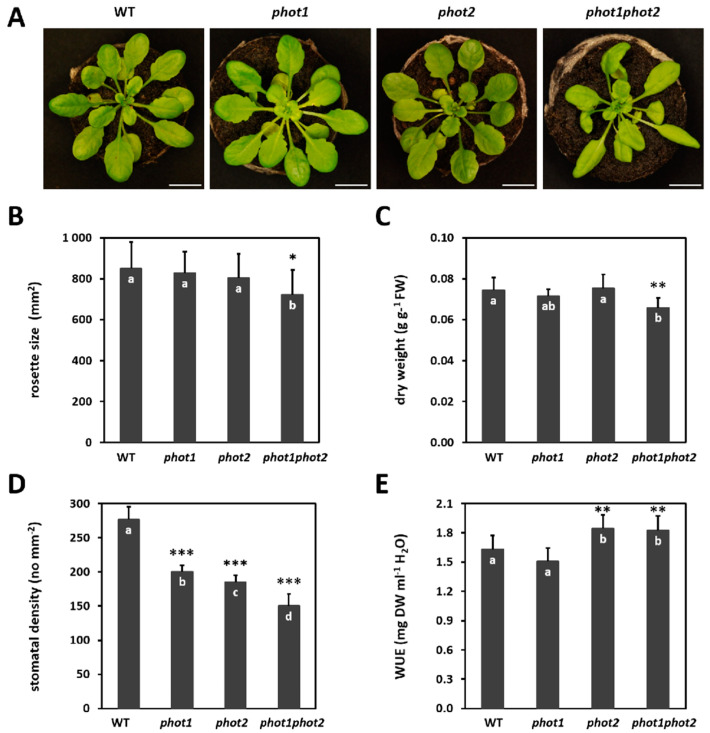
Morphological and physiological traits in 4-week-old *Arabidopsis* wild-type (WT) and phototropin mutants (*phot1*, *phot2*, and *phot1phot2*), in the Col-gl1 background. (**A**) Rosette morphology. Scale bar, 10 mm; (**B**) Rosette size. Values are means (±SD) of 12–24 plants per genotype from at least two independent experiments (*n* = 12–24); (**C**) Dry weight. Values are means (±SD) of 12–17 plants per genotype from at least two independent experiments (*n* = 12–17); (**D**) Stomatal density. Values are means (±SD) of 27 leaf fragments per genotype from at least two independent experiments (*n* = 27); and (**E**) Water-use efficiency (WUE). Values are means (±SD) of 12–17 plants per genotype from at least two independent experiments (*n* = 12–17). Asterisks indicate significant differences from the wild type, according to the Tukey honest significant difference (HSD) test at the level of *p* < 0.05 (*), *p* < 0.005 (**), or *p* < 0.001 (***). Different letters indicate a significant difference at *p* < 0.05 (Tukey’s test).

**Figure 2:**
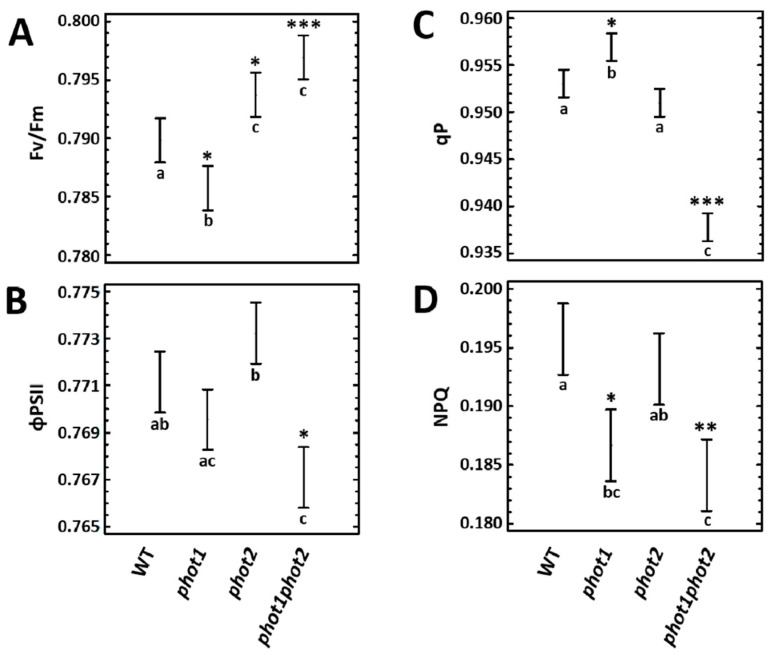
Chlorophyll *a* fluorescence parameters measured in 4-week-old wild-type and mutant plants. (**A**) *Fv/Fm*, maximum quantum efficiency of PSII; (**B**) ΦPSII, quantum yield of PSII; (**C**) *q*P, photochemical quenching; (**D**) NPQ, non-photochemical quenching. Values are means (±SD) of 24 plants per genotype from at least two independent experiments (*n* = 24). Asterisks indicate significant differences from the wild type, according to the Tukey’s HSD multiple comparison test at the level of *p* < 0.05 (*), *p* < 0.005 (**), or *p* < 0.001 (***).

**Figure 3:**
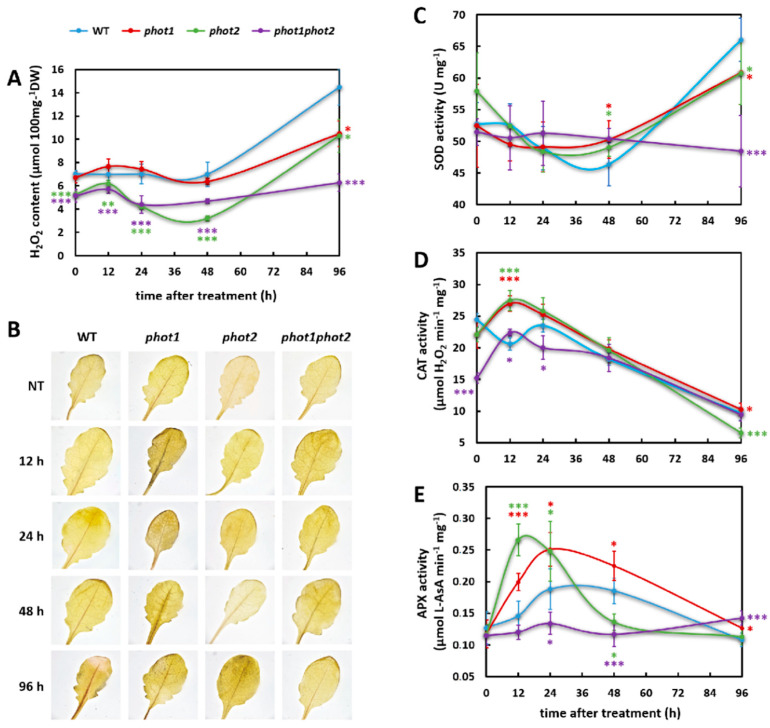
Hydrogen peroxide production and activities of selected antioxidant enzymes in 4-week-old wild-type and mutant plants, determined for non-treated plants and 12, 24, 48, and 96 h after UV-C exposure (100 mJ cm^−2^). (**A**) H_2_O_2_, hydrogen peroxide content; (**B**) 3,3’diaminobenzidine (DAB) staining showing H_2_O_2_ production; (**C**) SOD, superoxide dismutase activity; (**D**) CAT, catalase activity; (E) APX, ascorbate peroxidase activity. Pictures show representative images selected from five different leaves stained per genotype and per time point. Values are means (±SD) of 9–12 plants per genotype and time point from at least two independent experiments (*n* = 9–12). Asterisks indicate significant differences from the wild type, according to the Tukey HSD test at the level of *p* < 0.05 (*), *p* < 0.005 (**), or *p* < 0.001 (***).

**Figure 4:**
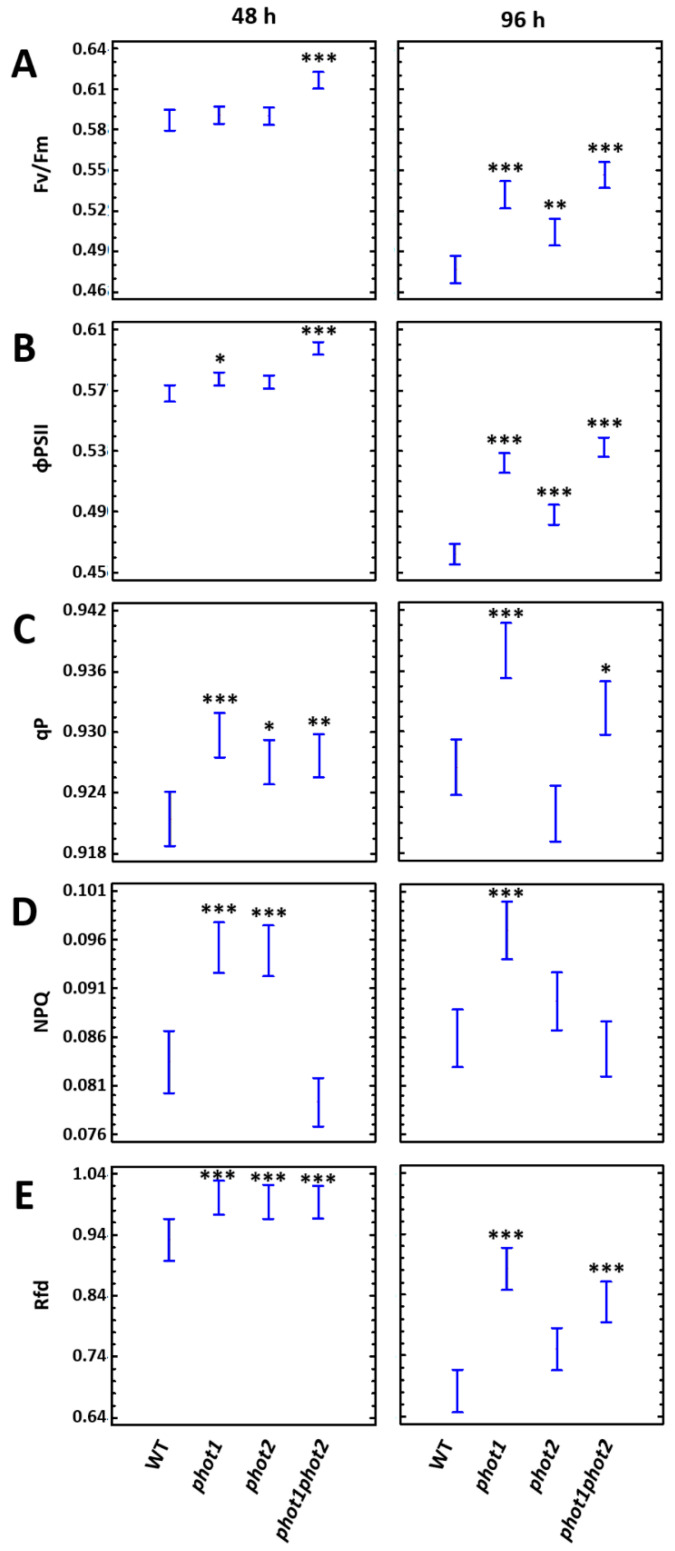
Chlorophyll a fluorescence parameters measured in 4-week-old wild-type and mutant plants before and 48 and 96 h after UV-C exposure (100 mJ cm^−2^). (**A**) Fv/Fm, maximum quantum efficiency of PSII; (**B**) ΦPSII, quantum yield of PSII; (**C**) qP, photochemical quenching; (**D**) NPQ, non-photochemical quenching; (**E**) Rfd, plant vitality parameter. Values are means (±SD) of 24 plants per genotype from at least two independent experiments (*n* = 24). Asterisks indicate significant differences from the wild type, according to the Tukey’s HSD multiple comparison test at the level of *p* < 0.05 (*), *p* < 0.005 (**), or *p* < 0.001 (***).

**Figure 5:**
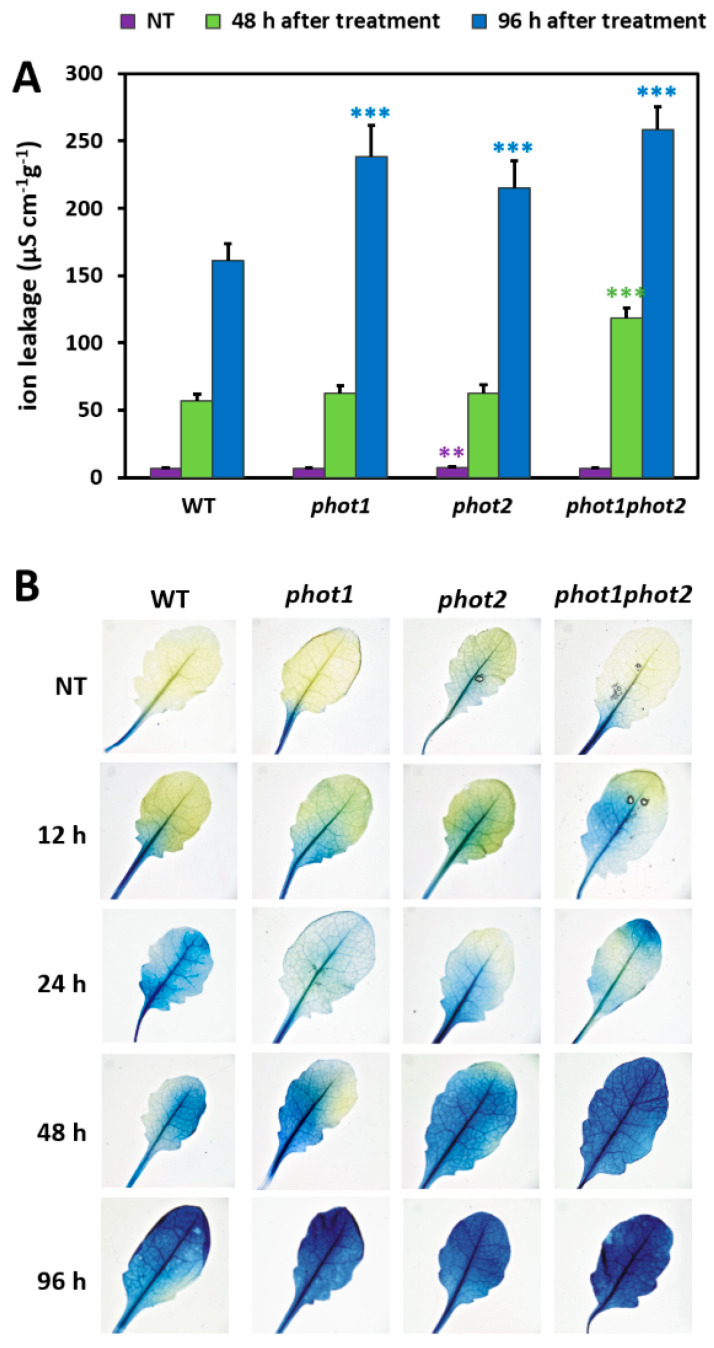
Cell death in 4-week-old wild-type and mutant plants, determined for untreated plants and 48 and 96 h after UV-C exposure (100 mJ cm^−2^). Cell death (**A**) quantified by cellular electrolyte leakage; and (**B**) visualized using Evans blue staining. Pictures show representative images selected from five different leaves stained per genotype and per time point. Values are means (±SD) of 9–12 plants per genotype and time points from at least two independent experiments (*n* = 9–12). Asterisks indicate significant differences from the wild type, according to the Tukey HSD test at the level of *p* < 0.005 (**), or *p* < 0.001 (***).

**Figure 6:**
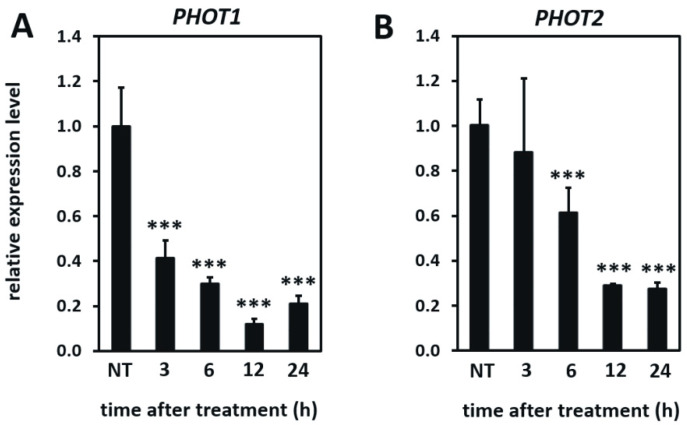
Relative expression level of *PHOT1* (**A**) and *PHOT2* (**B**) genes in the wild-type plants in non-stress conditions and 3, 6, 12, and 24 h after UV-C exposure. Values are means (±SD) from three biological replicates, for which three individual qPCR reactions were performed (*n* = 9). Asterisks indicate statistically significant differences from non-treated plants, at the level *p* < 0.001 (***).

**Figure 7:**
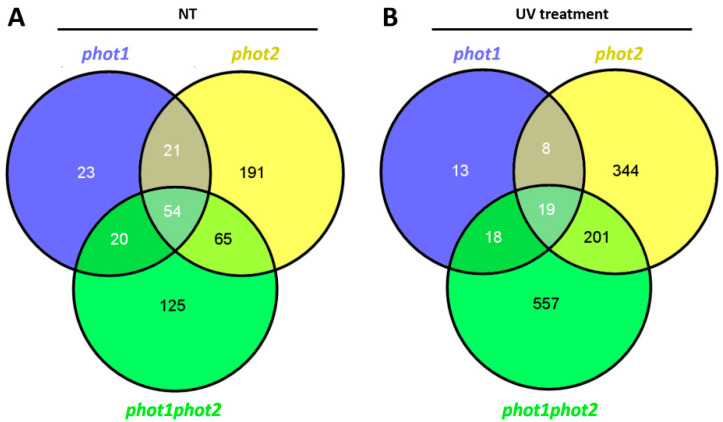
Venn diagram showing numbers of commonly and differentially regulated transcripts in *phot1*, *phot2*, and *phot1phot2* mutants compared to the wild type. (**A**) Numbers of deregulated transcripts in non-stress conditions; (**B**) Numbers of deregulated transcripts 30 min after UV-C exposure.

**Figure 8:**
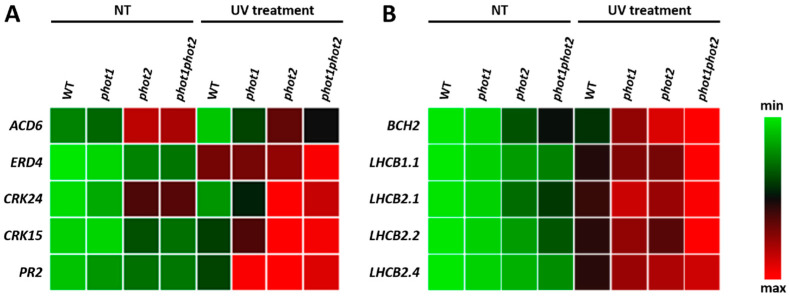
Differentially expressed genes that are potentially involved in phototropin-dependent regulation in photosynthetic reactions (**A**) and signaling (**B**). Color boxes indicate the up-regulation (red) or down-regulation (green). These data are the confirmation of RNAseq results and were performed by qPCR for three additional biological replicates, for which three individual qPCR reactions were performed (*n* = 9).

**Table 1:** Chlorophylls and carotenoids contents in 4-week-old wild type and mutant plants.

	WT	*phot1*	*phot2*	*phot1phot2*
**Total Chlorophyll**	28680 ± 2440	29378 ± 2175	25300 ± 1876 **	26628 ± 2298 *
**Chlorophyll *a***	20739 ± 1752	21496 ± 1599	18469 ± 1382 **	19626 ± 1693 *
**Chlorophyll *b***	7941 ± 688	7882 ± 583	6830 ± 508 ***	7002 ± 605 **
**Chlorophyll *a/b***	2.61 ± 0.01	2.73 ± 0.04 ***	2.70 ± 0.06 ***	2.80 ± 0.004 ***
**Lutein**	20575 ± 1592	19440 ± 1445 *	17740 ± 1397 ***	18028 ± 1413 ***
**(A/2 + Z)/(V + A + Z)**	0.081 ± 0.002	0.057 ± 0.005 ***	0.071 ± 0.002 ***	0.074 ± 0.004 ***
**β-Carotene**	5515 ± 480	5353 ± 396	5176 ± 455	4635 ± 408 ***

Total chlorophyll, chlorophyll *a*, chlorophyll *b*, chlorophyll *a/b* ratio; lutein; de-epoxidation state of xanthophyll cycle carotenoids calculated as (A/2 + Z)/(Z + A + V); (Z, zeaxanthin; V, violaxanthin; A, antheraxanthin), and *β-*carotene. Values are means (±SD) of 9−12 plants per genotype from at least two independent experiments (*n* = 9–12) expressed as the peak area per µg of dry weight. Asterisks indicate significant differences from the wild type according to the Tukey HSD test at the level of *p* < 0.05 (*), *p* < 0.005 (**), or *p* < 0.001 (***).

## Data Availability

The data presented in this study are available in supplementary material here at www.mdpi.com/xxx/s1.

## Supplementary Materials

The following are available online at https://www.mdpi.com/2073-4409/10/2/200/s1, Figure S1: Rosette morphology of 4-week-old *Arabidopsis thaliana* wild-type (WT) and phototropin mutants (*phot1*, *phot2*, and *phot1phot2*), in the Col-gl1 background. Pictures were taken for plants 24, 48, and 96 h after UV-C exposure (100 mJ cm^−2^), Table S1: List of genes and their corresponding primers, used for qPCR, Datasets S1–7: Data gathered for analyses.

How the deposited data were processed for this re-analysis (not part of the article)

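The transcriptome data are RNA-Seq libraries from whole rosettes of the wild type (Col-0 gl1), *phot1*, *phot2*, and *phot1phot2*, non-treated or harvested 30 min after UV-C at 100 mJ cm-2. There were 3 biological replicates in each of the 8 groups, and 24 libraries in all. Genotype, treatment, and replicate were taken from the sample labels and matched to the columns of the table of counts, all of which were used.

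The authors isolated poly-A RNA, made stranded libraries, and sequenced them on a HiSeq instrument. The authors aligned the reads with STAR and deposited the read count of each gene from featureCounts over the exons of the Araport11 annotation, with no normalization and no filter. The command in the header of that table sets no strand, no paired-end counting, and no counting of multi-mapping reads, so reads from both strands were added together, and reads that matched several places or several genes were left out. Genes that overlap another gene and members of multigene families therefore have uncertain counts. The counts were taken as whole reads, since the table holds whole numbers.

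The table lists 37813 genes, of which 37517 were found by their identifier in the annotation at hand, 37469 with the same start and end. Positions are those of the deposited table, and the gene types and symbols came from that annotation. The total count per library was 33200727 to 41902444 without treatment (median 38155600) and 20897905 to 28723145 after UV-C (median 24570600). No pair of replicates was a copy of the other: over genes with a mean of at least 20 reads, the chi-square per degree of freedom between replicates was 4.35 to 23.2 in 24 pairs, above the value near 1 of counting noise alone. A count of 0 was read as at most 3 reads, and where all libraries of a group held at most 3 reads, only a lower bound of the fold is given. Such floors cover counting error only, because reads copied by PCR are not independent molecules. With 3 libraries against 3, an exact permutation test of a single value cannot give a p under 0.1, so p-values come from models fitted over all genes.

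Counts were analysed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1, and DESeq2 1.42.0. Genes with at least 5 reads in at least 6 libraries were kept (21366 genes), and the 20094 of them that the annotation classes as protein-coding were tested. Another 142 genes that passed the count limit have no type in the annotation and were left out. Libraries were scaled by TMM, dispersions were estimated with estimateDisp, and a single model of the 8 groups was fitted with glmQLFit and tested with glmQLFTest. The authors' methods name a likelihood ratio test with estimateGLMRobustDisp, which was run as an alternative. Genes were called at a Benjamini-Hochberg adjusted p under 0.01 and an absolute log2 fold change over 1. Each mutant was compared with the wild type under each treatment, UV-C was compared with no treatment within each genotype, and the difference of the UV-C effect between each mutant and the wild type was tested as an interaction. The SE of a log2 fold change was computed from the log2 fold change and the F statistic. Levels are TMM-scaled CPM computed from the counts.

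The pipeline was tested on simulated counts of 20094 genes drawn from the means and library sizes of the libraries. Of 200 changed genes, 185 were called (92.5%), together with 1 unchanged gene. Of the 186 changed genes with a mean of at least 20 reads, 179 were called, and over these 186 the median error of the log2 fold change was −0.0045. All changes were set well past the limit on the log2 fold change, with genes drawn independently. The test therefore does not gauge how often changes near that limit are called. With no gene changed, 0 genes were called over 13 comparisons.

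Lists of LHC genes, clock genes with morning and evening peaks, genes of salicylic acid and of jasmonate signaling, and auxin carriers were tested as sets with camera (prior count 2, correlation between genes 0.01), with fry, and with camera using the estimated correlation. The adjusted p covers 6 tests for the LHC list and 24 for the clock, salicylic acid, and jasmonate lists together. Called genes within 2 Mb of *PHOT1* and *PHOT2* were compared with the other tested genes by a two-sided Fisher's exact test. For overlaps between comparisons that share the wild-type libraries, unchanged groups were simulated 20 times. In each draw all groups, the wild type included, came from the wild-type means of their treatment, with genes drawn independently.

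The design, these lists, the alternatives, and the rule for the genes named were written before the data were examined. The rule names every gene the paper gives with an identifier in its RNA-Seq text, *PHOT1* and *PHOT2*, the genes of the lists, and for each mutant the 3 largest rises and 3 largest falls among called genes whose 3 mutant libraries all lay on one side of the 3 wild-type libraries. The alternatives were the likelihood ratio test, DESeq2, RLE size factors, no filter on low counts, a stricter filter (mean of at least 20 reads), all gene types, a fit of only the groups compared, a test against the log2 limit (glmTreat), blocks by replicate number and by library number, an adjusted p under 0.05, each library left out in turn, windows of 1 Mb and 5 Mb, and the set tests above. Gene Ontology enrichments were not analysed here, because no annotation of terms was at hand, and the qPCR values were not used here.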

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

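The tests of library depth and of the classes of reads in this part were chosen only after the results were seen.

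The effect of UV-C differed between a mutant and the wild type for 1 gene in *phot1*, 74 genes in *phot2*, and 305 genes in *phot1phot2*, by the interaction term in edgeR's quasi-likelihood test at the same limits as the other comparisons. The gene in *phot1* was AT2G01008, which lies at the end of chromosome 2 from 1025 to 3173, and which is named here after its value was seen. At an unadjusted p under 0.05 there were 1481, 2840, and 4970 genes. Of the called genes, 40 had a larger and 34 a smaller log2 fold change after UV-C in *phot2* than in the wild type, and 141 and 164 in *phot1phot2*. The balance in *phot2* was the other way under the likelihood ratio test (81 and 136), DESeq2 (57 and 76), and an adjusted p under 0.05 (64 and 86), so it rests on the setting.

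Other assignments of the same libraries gave as many genes in some draws. Of 33 splits that exchanged libraries between the genotypes, the real one included, 7 gave at least as many genes in *phot1*, 2 in *phot2*, and 3 in *phot1phot2*. The highest count in another split was 1, 339, and 531. These splits were drawn from 200 possible ones, which was run first. The splits set beforehand were 100, and 33 drawn from those gave 4, 1, and 3 splits with at least as many genes, with highest other counts of 1, 49, and 531. In *phot2* and *phot1phot2*, every other split that reached the real count kept or exchanged all UV-C labels and mixed the non-treated libraries only, so the difference between the genotypes after UV-C entered its interaction. Splits that mixed the UV-C treated libraries gave at most 3 genes in *phot2* and at most 42 in *phot1phot2*, but mixing genotypes also widens the spread within a group. These splits therefore do not decide whether the counts in *phot2* and *phot1phot2* stand apart from a random grouping. The count of 1 in *phot1* was also reached by a split that mixed the libraries of both treatments. With each library left out in turn, the counts were 0 to 3, 46 to 75, and 247 to 361. With all libraries thinned to 18632056 reads they were 0, 68, and 282. Whether a difference in the response to UV-C or a difference already present without treatment lies behind these genes stays open, and so does an uneven sample among the 3 libraries of a group.

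The share of reads on genes that the paper does not analyse differed between the treatments. Reads on the chloroplast genome were 0.0140% to 0.0286% of all counted reads without treatment and 1.58% to 2.35% after UV-C, a ratio of medians of 110.3. For the mitochondrial genome the shares were 0.00578% to 0.0117% and 0.414% to 0.573% (ratio 62.4), and for nuclear ribosomal RNA genes 0.00820% to 0.0322% and 1.77% to 3.19% (ratio 219). In each of these classes, all 12 UV-C treated libraries lay above all 12 non-treated ones. The 10 genes with the most reads took 7.78% to 8.63% of the reads without treatment and 14.9% to 18.6% after UV-C, and the total count was lower after UV-C in every library.

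A lower depth does not account for shares, which do not scale with it. Library preparation that differed between the treatments, such as a weaker selection of poly-A RNA, would raise most RNA classes without a poly-A tail. Genes annotated as miscellaneous RNA, the class with the largest share after UV-C apart from protein-coding genes, rose from 0.0741% to 0.161% up to 3.45% to 6.09% (ratio of medians 60.2), with all UV-C treated libraries above the others. Small nuclear RNA had a ratio of 2.80, also with all libraries above. Small nucleolar RNA had a ratio of 1.33 and transfer RNA a ratio of 1.17, both with overlapping libraries. These small RNA classes all had very low shares. These values do not decide for or against a difference in preparation. Because every UV-C treated library shows the difference, preparation and treatment cannot be told apart, and polyadenylation or breakdown of ribosomal and organelle RNA within 30 min of UV-C stays open as an untested biological explanation. The shares also differed between genotypes after UV-C. Reads on genes that were not tested were 7.63% to 9.34% in *phot1phot2* against 10.4% to 11.0% in the wild type, and reads on the organelle genomes 2.01% to 2.30% against 2.42% to 2.78%, with no overlap, while *phot1* and *phot2* overlapped the wild type in both. Whether this difference adds to the genes called in UV-C treated *phot1phot2* was not tested.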

How the results depend on the processing

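All alternatives were set in advance, so no test in this part was chosen after the result was seen. RLE size factors and the stricter filter left all counts of called genes within 1.5 times of the values reported, and all named genes that could be tested on the same side of the limits. The cause of the changes below was not tested, except where the alternative itself is stricter or more lenient.

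Counts of called genes are given for non-treated *phot1*, *phot2*, and *phot1phot2*, where 25, 167, and 148 are reported. The likelihood ratio test with estimateGLMRobustDisp gave 128, 350, and 279, DESeq2 gave 62 and 254 in the first 2, and the adjusted p under 0.05, a more lenient limit, gave 64, 296, and 264. All gene types gave 43 in *phot1*. A fit of only the groups compared, with fewer samples to estimate the spread, gave 12, 53, and 75. glmTreat, which tests against the log2 limit, gave 5, 5, and 16. After UV-C, *phot1* (19 reported) had 63 genes under the likelihood ratio test, 31 under DESeq2, 31 with all gene types, 46 at the adjusted p under 0.05, and 5 under glmTreat, which gave 18 in *phot2* (414 reported) and 58 in *phot1phot2* (644 reported). For UV-C against no treatment, only glmTreat moved the counts by more than 1.5 times, to 736 in the wild type, 617 in *phot1*, 728 in *phot2*, and 827 in *phot1phot2*.

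The interaction counts, with 1, 74, and 305 reported, were 48, 217, and 489 under the likelihood ratio test, 16 and 133 under DESeq2 in the first 2, 6, 150, and 472 at the adjusted p under 0.05, and 2 without the filter on low counts in *phot1*. Under glmTreat they were 0, 0, and 17, with 95 and 179 genes at an unadjusted p under 0.05 where the count was 0. The number of genes shared by the 3 mutants without treatment (7 reported) was 62 under the likelihood ratio test, 22 under DESeq2, 22 at the adjusted p under 0.05, 4 with only the groups compared, and 0 under glmTreat, which gave 113, 294, and 190 genes at an unadjusted p under 0.05 in the 3 mutants. After UV-C (5 reported) it was 23, 8, and 14 under the first 3 of these and 2 under glmTreat.

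Over all comparisons the replicate numbers showed no clear pairing of the samples. Across 30 pairs of equally numbered libraries the deviations from the group means correlated at −0.132 to 0.275 (median 0.028), and 7 pairs exceeded 0.1. For the library numbers, 4 of 19 pairs did (median 0.041). Against the non-treated wild type, replicates 1, 2, and 3 correlated at 0.178, 0.077, and 0.24 in *phot1* and at 0.215, 0.084, and 0.275 in *phot1phot2*. In *phot2* the values were 0.156, −0.129, and 0.045. Shared batches among the non-treated libraries thus stay possible. With the replicate number as a replicate block, the counts were 29, 171, and 152 without treatment and 20, 415, and 634 after UV-C, and the interactions 2, 86 (41 higher, 45 lower), and 316. With the library number as the block, 16 genes were called in non-treated *phot1*, 4 genes were shared without treatment, and the interaction in *phot1* had 0 genes, with 1525 at an unadjusted p under 0.05. The other counts stayed within 1.5 times under both blocks. The replicate block gave 4.09% of called genes near *PHOT2* in *phot2*, below the share of tested genes, and 5.30% near *PHOT1* in *phot1phot2*, no longer past the limit.

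With each library left out in turn, the counts were 12 to 34, 69 to 200, and 112 to 172 without treatment in *phot1*, *phot2*, and *phot1phot2*, and 10 to 28, 263 to 392, and 483 to 690 after UV-C. For UV-C against no treatment they were 1647 to 1915 in the wild type, 1542 to 1681 in *phot1*, 1821 to 2162 in *phot2*, and 1981 to 2177 in *phot1phot2*. The interactions gave 0 to 3, 46 to 75, and 247 to 361 genes, and the shared genes 3 to 18 without treatment and 3 to 10 after UV-C. In non-treated *phot1* the count was 12 without wild-type replicate 2 and 14 without *phot1* replicate 2. In *phot2* it was 69 without *phot2* replicate 3, 95 without wild-type replicate 1, and 111 without wild-type replicate 2. After UV-C the *phot1* count was 10 without wild-type replicate 3 and 11 without wild-type replicate 1 or *phot1* replicate 1 or 2, and the *phot2* count 263 without wild-type replicate 3. Fewer samples enter each of these fits.

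The LHC list kept its direction in every comparison, and with libraries left out its median stayed at 0.34 to 0.56, 0.30 to 0.62, and 0.60 to 0.91 without treatment and at 0.24 to 0.34, 0.19 to 0.28, and 0.65 to 0.74 after UV-C. With the estimated correlation, camera no longer passed for *phot2* without treatment (median 0.45, adjusted p = 0.0650) or for *phot1* (0.30, 0.0650), *phot2* (0.24, 0.320), and *phot1phot2* (0.71, 0.0650) after UV-C. With the library number as the block, that test passed in no comparison (smallest adjusted p 0.0585), and with libraries left out it ranged from 0.00419 to 0.506. Over all settings and the 3 set tests of that list the adjusted p ranged from 2.93e-39 to 0.506. With fry, UV-C treated *phot2* no longer passed in several fits with a library left out, with an adjusted p of up to 0.218 without wild-type UV-C replicate 1. The jasmonate list in non-treated *phot1phot2* (median −0.40) did not pass under fry (adjusted p = 0.128), and the evening clock list after UV-C passed under fry alone, in *phot2* (median −0.10, adjusted p = 0.0134) and *phot1phot2* (−0.24, 0.00303).

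The share of called genes near the loci changed side of the share of tested genes in a few settings, none with a share past the limit in the test. For *PHOT1* in *phot2* it was 2.40% with 1 Mb windows and 4.29% under the likelihood ratio test. For *PHOT2* in *phot1* it was 8% with 5 Mb windows and 0% after UV-C, where 3260 genes of that comparison had an unadjusted p under 0.05. For *PHOT1* in *phot1phot2* the excess no longer passed with 5 Mb windows (10.2%), after UV-C (3.73%), or under the likelihood ratio test (5.04%).

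Among single named genes, AT2G20670 in non-treated *phot2* changed sign, from −0.04 to 0.021 under the likelihood ratio test, and ranged from −0.24 to 0.25 with libraries left out. *GSTU17* in UV-C treated *phot1* changed from −0.07 to 0.38 under the likelihood ratio test, with a range of −0.33 to 0.64. The likelihood ratio test brought 20 other results past the limits, and DESeq2 brought 6 past and 2 below. The fit without a filter brought 2 past, the fit of only the groups compared 3 past and 19 below, the replicate block 1 past (*BCH2* in non-treated *phot1*) and 1 below, and the library-number block 3 past and 4 below. Over the fits without a library, 13 moved past and 44 below. The limits of depth bear on genes such as AT5G37450, with at most 2 reads per wild-type library, for which only a lower bound of the fold is given.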

Differences from the paper's values

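None of the tests in this part was chosen after the result was seen, and the alternatives named here were all set before the data were examined. The paper's methods name the likelihood ratio test with estimateGLMRobustDisp.

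The paper's number of differentially expressed genes in non-treated *phot1* is 118, against 25 here. With the likelihood ratio test it was 128, and no other alternative came within 1.5 times of the paper's number. For *phot2* the paper's number is 331, against 167 here, with 350 under the likelihood ratio test, 254 under DESeq2, and 296 at an adjusted p under 0.05, and the other alternatives did not close the gap. In *phot1phot2* the paper's number is 264, against 148 here, with 279 under the likelihood ratio test, 181 under DESeq2, and 264 at an adjusted p under 0.05, and again no other alternative. After UV-C, the paper's number for *phot1* is 58, against 19 here, with 63 under the likelihood ratio test and 46 at an adjusted p under 0.05, and the others did not close the gap. The paper's number of genes shared by the 3 mutants is 54 without treatment, against 7 here, and only the likelihood ratio test (62) closed the gap. After UV-C the paper's number is 19, against 5 here, with 23 under the likelihood ratio test and 14 at an adjusted p under 0.05. Of the genes in the paper's own lists, 24 of 118, 154 of 331, 140 of 264, and 19 of 58 were called here in these 4 comparisons, and 116, 331, 262, and 58 under the likelihood ratio test.

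Some log2 fold changes also differed, each from the paper's supplement and on the same scale. For *LHCB2.1*, the paper's values are 1.17 in *phot1* and 1.32 in *phot2*, against 0.91 and 1.11 here. The likelihood ratio test (1.18 and 1.32), the fits without wild-type replicate 3 (1.26 and 1.46), and those without replicate 1 of the mutant (1.07 and 1.19) closed the gap. For *LHCB2.2*, the paper's values are 1.37 and 1.33, against 1.06 and 1.09 here, and the same alternatives closed the gap (1.38 and 1.33, 1.44 and 1.47, 1.25 and 1.17). For *BCH2*, the paper's values are 1.41 and 1.80, against 1.07 and 1.50 here, with 1.42 and 1.81, 1.53 and 1.96, and 1.25 and 1.63 under the same alternatives. For *WAKL4*, the paper's values are 2.12 in *phot1*, 3.47 in *phot2*, and 1.93 in *phot1phot2*, against 1.34, 2.72, and 1.15 here. They were 2.13, 3.47, and 1.93 under the likelihood ratio test, and no other alternative closed the gap. For *ATL78* in UV-C treated *phot2*, the paper's value is −1.69, against −1.41 here. The likelihood ratio test (−1.69) and the fit without wild-type replicate 3 (−1.52) closed the gap. DESeq2 (−1.418), RLE size factors (−1.412), and the block by library number (−1.417) hardly moved the value of −1.409, which lies just outside the larger error, and came just inside it. In none of these 4 genes and *ATL78* did the remaining alternatives close the gap.

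The paper states that *LHCB2.1*, *LHCB2.4*, and *BCH2* are raised in every mutant. For the *LHCB* genes it also reports qPCR on 3 further biological replicates, whose values were not used here. In the counts, *LHCB2.1*, *LHCB2.4*, and *BCH2* were higher but not called in *phot1* (log2 fold change 0.91, 0.96, and 1.07). The likelihood ratio test and the fit without wild-type replicate 3 called all of them there. *LHCB2.1* and *LHCB2.4* were also called without *phot1* replicate 1, and *BCH2* by DESeq2 and with the replicate block. It states that *WAKL4*, *OXI1*, *CRK36*, AT5G37450, and *GLR1.2* are changed in all mutants. Here none was called in *phot1*, *OXI1* in none of the mutants, and *WAKL4* and *GLR1.2* only in *phot2*. All 5 genes were called in all 3 mutants by the likelihood ratio test. DESeq2 called *OXI1* in *phot2* and *phot1phot2* and *CRK36* in *phot1*. In *phot1phot2*, *WAKL4* was also called without wild-type replicate 3, and *OXI1* without *phot1phot2* replicate 2. It states that stomata genes rise in *phot1phot2*, where *PIF4* had the largest log2 fold change of the 6 (0.82), and no alternative called one of the 6 in non-treated *phot1phot2*.

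For genes it selected after UV-C, the paper also reports qPCR on 3 further biological replicates, whose values were not used here. The paper states that *CRK15* and *CRK24* rise in all mutants after UV-C, and *ACD6*, PR2, and ERD4 in the phototropin mutants. In *phot1* none of these 5 genes was called here (log2 fold change 0.45, 0.58, 0.67, 0.52, and 0.64), nor under any alternative, and PR2 in *phot1phot2* (1.12) was called by the likelihood ratio test and by the fit of only the groups compared. The paper lists *ATL78* as lower in all mutants, and here it was not called in *phot1* (−1.13), where the likelihood ratio test and DESeq2 called it. It states that *RD26* rises in *phot1* and *SAG21* in *phot2*, and here neither was called (1.05 and 1.105), except by the likelihood ratio test. It names AT1G52200 and *GSTU17* among genes raised after UV-C, and here the first was called only in *phot2* (1.22) and the second only in *phot1phot2* (2.22), with *phot2* added by the likelihood ratio test, by the block by library number, and without wild-type replicate 2 or *phot2* replicate 2. It states that *NIT2* rises in all mutants, and here it was not called without treatment (1.44, 1.63, and 1.32), where the likelihood ratio test called all 3, the fit of only the groups compared called *phot2* and *phot1phot2*, and DESeq2 and the fit without the filter called *phot2*. At an adjusted p under 0.05 in place of 0.01, *BCH2*, *CRK36*, and *ATL78* passed in *phot1*, *OXI1* in *phot2* and *phot1phot2*, *GLR1.2* and PR2 in *phot1phot2*, *GSTU17* in *phot2*, and *NIT2* in *phot2* and *phot1phot2*. The paper states that auxin carriers do not change, and here *PIN5* was called in UV-C treated *phot1phot2* (−1.18), also under the likelihood ratio test and DESeq2.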

Other observations

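The tests of missing genes around the mutated loci, of *ARP9* between mutants, of *GL1*, and of library depth in this part were chosen only after the results were seen, as was the test of the window around *PHOT1* in *phot1*, whose prediction was written after its count was known.

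Other splits of the 6 libraries of a comparison were tried for each count of called genes. In all 10 comparisons of 2 groups (each mutant against the wild type under each treatment, and UV-C against no treatment in each genotype), only the real split, 1 of 10, gave as many genes as observed. The highest count in another split was 7 for non-treated *phot1* and 0 elsewhere. A share under 0.1 is not possible with 3 libraries against 3, so these splits cannot by themselves set the counts apart from a random grouping. The number of genes called after UV-C against no treatment was 1854 in the wild type, 1698 in *phot1*, 2058 in *phot2*, and 2160 in *phot1phot2*.

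More genes were called after UV-C in *phot1phot2* (644) than in *phot1* (19). With all libraries thinned to 18632056 reads the numbers were 632 and 21, which argues against library depth as the source of the difference. What else separates the mutants stays open.

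Called genes lay near *PHOT1* more often than other genes. In non-treated *phot1*, 6 of 24 called genes (25%) lay within 2 Mb of the locus, against 2.52% of all tested genes (odds ratio 13.0, Fisher's exact test adjusted over 6 tests, p = 0.000137). In *phot1phot2* it was 9 of 147 (6.12%, adjusted p = 0.0372, Fisher's exact test), and in *phot2*, which carries no *phot1* allele, 4 of 167 (2.40%, adjusted p = 1, Fisher's exact test). Of these genes, 5 were called in both *phot1* and *phot1phot2*. *ASN1* is among the 5 and was also called in *phot2* (log2 fold change 1.01), so its rise does not require the *phot1* allele. Around *PHOT2*, 9 of 167 called genes lay in the window in *phot2* (5.39%, adjusted p = 0.535) and 10 of 148 in *phot1phot2* (6.76%, adjusted p = 0.305, Fisher's exact test), against 4.34% of the tested genes, which leaves linked sequence there undecided. The paper states that the mutants are in the background of the wild type and does not describe how the alleles were brought into it. Sequence of another line carried along with the *phot1* allele may account for the genes near *PHOT1*, though this is doubtful for *ASN1*. An effect of the lost protein on neighboring genes was not tested.

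Among protein-coding genes with a median of at least 5 reads in the 12 other libraries, 4 genes had 0 reads in the 12 libraries with the *phot1* allele while each of the 12 other libraries had reads: AT3G42850 (111 reads in the others), AT3G42860 (827), AT3G44580 (95), and AT3G46990 (530). All 4 lie within 2 Mb of *PHOT1*, at −1.88, −1.87, −0.66, and 0.50 Mb. For the other pairings of genotypes that do not follow an allele, 0 such genes were found. In the non-treated wild type the level of AT3G42860 was at least 27.5-fold and that of AT3G46990 at least 18.8-fold above the floor of the *phot1* libraries. Deletions or differing sequence linked to the *phot1* allele are a candidate explanation for these 4 genes. For the *phot2* allele, by the same limit, 0 genes lacked reads while each of the 12 other libraries had reads, within 2 Mb of *PHOT2* or elsewhere, and no value decides on linked sequence there. AT1G27565 on chromosome 1 also had 0 reads in the *phot2* and *phot1phot2* libraries, but its reads came from the *phot1* libraries and, for 1 read, a UV-C treated wild-type library, so it is no loss with that allele. These genes were named after their values were seen.

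The clock lists differed from the wild type in all 3 mutants without treatment. The larger of the camera adjusted p of the morning and evening lists was 0.0114 in *phot1*, 2.24e-06 in *phot2*, and 5.89e-06 in *phot1phot2*, with 5 of 5 morning genes higher and 6 of 6 evening genes lower in each. All of these held under fry, and with the estimated correlation only the evening list in *phot2* and *phot1phot2* held (adjusted p = 0.0121 for both in camera). *CCA1* was called in *phot2* (log2 fold change 1.22) and *phot1phot2* (1.43), *ELF4* in the same mutants (−1.54 and −2.34), *PRR5* likewise (−1.36 and −1.66), and *LHY* in *phot1phot2* (1.27). After UV-C the larger camera adjusted p was 0.227, 0.485, and 0.510, and no clock list held under camera, while the evening list held under fry in *phot2* and *phot1phot2*. Harvest of the non-treated mutants at another time of day than the wild type is a possible explanation of these values. A clock that runs differently in the mutants would give them too, and it stays open as an untested biological explanation. LHC genes were not tested for dependence on time of day.

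The salicylic acid list, of which 13 of 14 genes were tested, was higher in the non-treated mutants, with medians of 0.46, 0.55, and 0.35 on the log2 scale, 13, 13, and 12 genes higher, and camera adjusted p of 3.76e-07, 3.76e-07, and 0.00799. All 3 held under fry and none with the estimated correlation (adjusted p 0.0650, 0.0650, and 0.317 in camera). After UV-C its camera adjusted p was 0.542, 0.224, and 0.909. A pathogen load in the non-treated mutants may lie behind these values, and an effect of the phototropins on salicylic acid signaling stays open as untested. For the UV-C treated mutants no value decides.

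The jasmonate list was tested for wounding at harvest. Its camera adjusted p without treatment was 0.542, 0.861, and 0.0331, and in *phot1phot2* the list was lower (median −0.40), with 9 of 10 genes lower, which did not hold under fry (adjusted p = 0.128). After UV-C all 10 genes were lower in *phot1* (median −0.80, camera adjusted p = 4.24e-05, fry adjusted p = 0.0286, and 0.191 with the estimated correlation), which argues against stronger wounding of the mutant. In *phot2* and *phot1phot2* the camera adjusted p was 0.663 and 0.537, and no value decides there. The auxin carriers did not differ as a set, with camera adjusted p from 0.210 to 0.971 over the 6 comparisons.

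*ARP9* was lower in every mutant than in the wild type under both treatments. If only the wild-type line differed, the mutants would be alike, but *phot1phot2* lay below *phot2* after UV-C by a log2 fold change of −0.58 (SE 0.07, adjusted p = 1.87e-05, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with all 3 libraries lower. That difference is smaller than those from the wild type, so a difference of the wild-type line for most of the change and an effect of the phototropins cannot be told apart here.

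The paper states that the wild type and the mutants all have the Col-0 gl1 background, while a different state of *GL1* in the mutants could add to the genes shared by all 3. The highest *GL1* count in any library was 20 reads, with 7 to 17 in the wild type, so its state in each line could not be read from these counts, and the lines cannot be told apart on this point.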
